# NSD2 contributes to oncogenic RAS-driven transcription in lung cancer cells through long-range epigenetic activation

**DOI:** 10.1038/srep32952

**Published:** 2016-09-08

**Authors:** Verónica García-Carpizo, Jacinto Sarmentero, Bomie Han, Osvaldo Graña, Sergio Ruiz-Llorente, David G. Pisano, Manuel Serrano, Harold B. Brooks, Robert M. Campbell, Maria J. Barrero

## Abstract

The histone methyltransferase NSD2/WHSC1/MMSET is overexpressed in a number of solid tumors but its contribution to the biology of these tumors is not well understood. Here, we describe that NSD2 contributes to the proliferation of a subset of lung cancer cell lines by supporting oncogenic RAS transcriptional responses. NSD2 knock down combined with MEK or BRD4 inhibitors causes co-operative inhibitory responses on cell growth. However, while MEK and BRD4 inhibitors converge in the downregulation of genes associated with cancer-acquired super-enhancers, NSD2 inhibition affects the expression of clusters of genes embedded in megabase-scale regions marked with H3K36me2 and that contribute to the RAS transcription program. Thus, combinatorial therapies using MEK or BRD4 inhibitors together with NSD2 inhibition are likely to be needed to ensure a more comprehensive inhibition of oncogenic RAS-driven transcription programs in lung cancers with NSD2 overexpression.

NSD2 (nuclear receptor-binding SET domain-containing 2), also known as MMSET (multiple myeloma SET domain) or WHSC1 (Wolf-Hirschhorn syndrome candidate 1) is a histone methyltransferase that belongs to the NSD family of SET domain-containing methyltransferases which also includes NSD1 and NSD3. Deletions in NSD2 cause the Wolf-Hirschhorn syndrome (WHS) characterized by delayed growth and intellectual disability while NSD2 overexpression has been linked to cancer (reviewed in Morishita and Di Luccio^1^).

NSD2 shows gain of function in blood cancers due to fusions to the IgH locus via t(4;14) translocations that cause its overexpression in multiple myeloma^2^,^3^ or recurrent E1099K mutations that enhance its methyltransferase activity in lymphomas^4^,^5^,^6^. Additionally, NSD2 has been reported to be upregulated in a number of solid cancers such as squamous cell carcinoma of the head and neck^7^, endometrial cancer^8^, lung cancer^9^,^10^, neuroblastoma^11^, bladder and colon cancer^9^,^10^, hepatocellular carcinoma^12^, ovarian carcinoma^13^ and prostate cancer^14^. Overexpression in solid tumors appears to occur in the absence of genetic alterations. Additionally, NSD2 has been demonstrated to support the proliferation and/or survival of several cancer cell lines including myeloma cell lines with t(4;14) translocations^15^,^16^,^17^,^18^, leukemia cell lines carrying the E1099K mutation^4^, prostate cancer^14^,^19^,^20^ and osteo and fibrosarcoma cell lines^15^.

The role of NSD2 has been linked to transcriptional elongation through interactions with BRD4, pTEFb and HIRA^21^,^22^,^23^. Two independent studies have suggested that BRD4 can mediate the recruitment of NSD2 to the transcription start sites (TSS) of certain genes^21^,^22^. Interactions of NSD2 with BRD4 and pTEFb at the TSS are likely to play roles in RNA Pol II pause release while interactions with HIRA facilitate H3.3 deposition during elongation towards the transcribed end of genes^22^. NSD2 mediates mono and dimethylation of H3K36^15^,^18^. Although the precise role of H3K36me1/2 in transcriptional activation is unclear, it has been suggested that it might serve as a substrate for SETD2, a histone methyltransferase involved in elongation that is not able to mono and dimethylate H3K36^24^ and likely uses the substrate modified by NSD2 to achieve H3K36 trimethylation on coding regions^25^.

Despite the fact that NSD2 has been reported to be frequently overexpressed in lung cancer, the contribution of NSD2 to the malignancy of this disease is poorly understood. Here, we describe that NSD2 contributes to the proliferation of a subset of lung cancer cell lines by altering oncogenic RAS transcriptional responses. Combinatorial therapies using MEK inhibitors or BRD4 inhibitors together with NSD2 inhibition are likely to be effective in fighting RAS-dependent cancers with NSD2 overexpression.

## Results

### NSD2 is highly expressed in a subset of lung cancer cell lines

To confirm previous reports on NSD2 overexpression in lung cancer^9^,^10^ we analyzed data from The Cancer Genome Atlas (TCGA). Analysis of mRNA levels showed that NSD2 is significantly overexpressed in lung adenocarcinoma (AD) and squamous cell carcinoma (SCC) when compared with normal lung tissue obtained from the same patients (Fig. 1a). Evaluation of the differential expression of 23 additional histone lysine methyltransferases between normal and lung tumor tissues showed that NSD2 is among the most significantly upregulated histone methyltransferases both in AD and SCC compared to normal tissues (Supplementary Fig. 1a,b). As previously reported, high expression of NSD2 in lung tumors did not significantly correlate with copy number gain (Fig. 1b).

To verify whether lung cancer cell lines could recapitulate the same phenomena as lung tumors we screened the expression of NSD2 by western blot in a panel of cell lines that were available in our laboratory (Fig. 1c). Several cell lines expressed detectable levels of NSD2 protein while in others levels were very low or almost undetectable. Examination of data from the Cancer Cell Line Encyclopedia (CCLE) revealed good correlations between protein expression and mRNA levels in most tested cell lines but no significant correlation with copy number (Supplementary Fig. 2a), suggesting that NSD2 overexpression cannot be explained by copy number gain in these cell lines.

### NSD2 knock down causes growth defects in H1299

We next evaluated potential consequences of NSD2 knock down in the lung cancer cell line H1299 that expresses high levels of NSD2. Cells were infected with lentiviruses generated with the pTRIPZ lentiviral vector back bone to drive the expression of six different shRNAS targeting NSD2 at different locations (Supplementary Fig. 2b). Infected cells were treated with puromycin to generate resistant stable cell lines in which the shRNA expression is induced in the presence of doxycycline. After 6 days of doxycycline treatment, the expression of NSD2 was interrogated by western blot using an antibody raised against the N-terminal domain of NSD2 that allowed the detection of previously described isoforms type I and II (Supplementary Fig. 2c). Short hairpin sh3 was very efficient in depleting both isoforms, while sh5 and sh6 had milder but significant efficiency over both isoforms. As expected from its localization sh4 targeted only the type II isoform (Supplementary Fig. 2c). Since the antibody used was raised against the N-terminal domain, it did not allow the detection of the previously described RE-IIBP isoform which is translated from a mRNA with a different transcription initiation^26^.

Cell lines transduced with a non-target shRNA (shNT), sh3 and sh5 were evaluated for potential effects on proliferation. Proliferation curves (Fig. 1d) showed that in the presence of doxycycline cell lines transduced with sh3 and sh5 have a lower cell count compared to non-treated cells. Importantly, doxycycline treatment had no significant effects in shNT cells. Colony formation assays revealed about 50% less colonies in sh3 and sh5-transduced cells treated with doxycycline for 15 days (Fig. 1e). To further validate our shRNAs, we transduced leukemia and lymphoma cell lines with NSD2-gain of function reported to be dependent on NSD2 expression for proliferation^4^,^18^. Both cell lines, KMS11, a multiple myeloma line which harbors the t(4;14) translocation, and RCH-ACV, a lymphoblastic leukemia line with the E1099K activating mutation, were sensitive to NSD2 depletion mediated by sh3 and sh5 (Supplementary Fig. 2d,e).

To interrogate the specificity of the NSD2 depletion effects over other members of the NSD family of H3K36 methyltransferases we knocked down the expression of NSD3 in H1299. Knock down of NSD3 did not have significant effects in the proliferation of H1299 cells, neither alone or in combination with the NSD2 knock down (Supplementary Fig. 3).

Last, we evaluated the ability of NSD2 to support H1299 cell growth *in vivo* in a mouse xenograft model system. To ensure maximum stability of the NSD2 knock down in the absence of puromycin, we selected clones from sh3 or shNT-infected cells with high levels of shRNA expression (see Supplemental Experimental Procedures). As expected, these clonal cell lines showed good NSD2 knock down (Supplementary Fig. 4a) and more significant effects on proliferation upon doxycycline treatment (Supplementary Fig. 4b,c) than pooled cell lines (Fig. 1d). Importantly, effects in proliferation correlated with an increase in the number of cells in G0/1 after NSD2 depletion (Supplementary Fig. 4d). Nude mice were injected subcutaneously with one shNT and two different sh3 clones, treated with doxycycline and tumors were monitored for about two and a half months. Both sh3 clonal cell lines showed lower tumor volume along time and lower tumor weight at the time of sacrifice than the shNT clonal cell line (Fig. 1f,g).

### NSD2 knock down reduces the global levels of H3K36me2

Depletion of NSD2 in myeloma, leukemia and prostate cancer cell lines reduces the global levels of H3K36me2^4^,^15^,^18^,^20^. To verify whether the knock down of NSD2 in the lung cancer cell line H1299 causes similar changes in histone methylation we conducted mass spectrometry analysis to monitor the status of histone H3 K36 methylation in combination with K27 methylation that can be readily detected on the same peptide (Fig. 2a). Among the peptides that contain methylation on H3K36, the most abundant species corresponded to dimethylated K36 combined with non-modified K27. This was also the most conspicuously downregulated combination after NSD2 knock down. Co-occurrence of methylation of both K36 and K27 in the same peptide had low frequency as expected from the reported opposite roles in transcription regulation of both marks^27^. Importantly, the global changes in H3K36me2 observed by mass spectrometry could be reproduced when using an AlphaLISA system (Perking Elmer) to detect H3K36me2 (Fig. 2b). Last, four different commercial antibodies raised against H3K36me2 tested by western blot showed consistent reductions in the levels of this mark upon doxycycline treatment (Fig. 2c). Unlike reported in myeloma cell lines with t (4;14) translocations^18^, we did not detect global changes in H3K27me3 after NSD2 depletion by western blot (Fig. 2c), however we cannot rule out that local changes in this mark are taking place.

Previous work demonstrated that the methyltransferase activity of NSD2 is required to mediate the effects on proliferation in myeloma cells^15^. To gain insight into the involvement of the methyltransferase activity in the proliferation of lung cancer cells we tested the effects on proliferation of shRNA sh4 which specifically targets the NSD2 type II isoform that contains the SET domain (Supplementary Fig. 2c). Figure 2d,e show that the knock down of the type II isoform causes a decrease in proliferation, suggesting that the methyltransferase activity is important to support the growth of H1299 cells.

### The NSD2 knock down interferes with the RAS-transcriptional program

We hypothesized that the dramatic changes in H3K36me2 content after NSD2 depletion would lead to important changes in gene expression. To test this, we assessed genome-wide gene expression by RNA-seq in H1299 cells infected with shNT, sh3 or sh5 and treated with doxycycline. Differentially upregulated and downregulated genes comparing sh3 or sh5 to shNT where selected at FDR < 0.05 (Fig. 3a). Since NSD2 is involved in transcriptional activation, genes downregulated after NSD2 knock down are more likely to be NSD2 targets. Gene set Enrichment Analysis (GSEA)^28^ revealed that the RAS pathway was at the top of most significantly downregulated pathways. Downregulated genes were enriched in genes that are upregulated when KRAS is overexpressed in epithelial cancer cells (MSigDB signature KRAS_300_UP.V1_UP; Fig. 3b). The H1299 line harbors an activating mutation in NRAS and has been previously described to be sensitive to MEK inhibitors^29^. Co-treatment of H1299 cell lines with doxycycline and the MEK inhibitor PD0325901^30^, resulted in additive effects on proliferation (Fig. 3c) suggesting that both treatments might cooperate in the RAS pathway to affect cell growth. Moreover, depletion of NSD2 in other lung cancer cell lines with RAS activating mutations and high levels of NSD2 (Fig. 3d) had antiproliferative effects, further confirming the impact of NSD2 on the transcriptional responses of oncogenic RAS in lung cancer cell lines. Knock down of NSD2 in cell lines H520 and H1703 that express high levels of NSD2 but do not have RAS mutations did not have effects in proliferation (Supplementary Fig. 5a–d). Finally, we confirmed that NSD2 facilitates E1A-Ras-mediated transformation of mouse embryonic fibroblasts. Overexpression of NSD2 increased the number and more significantly the size of E1A-Ras-transformed foci (Fig. 3e,f). Importantly, overexpression of the catalytic mutant (E1099K) with enhanced methyltransferase activity^4^,^5^,^6^ further increased the number of foci (Fig. 3f), suggesting that the methyltransferase activity on NSD2 is involved in supporting transformation.

### NSD2 depletion and JQ1 treatment cooperate to prevent lung cancer cell growth

Members of the NSD family, including NSD2, have been described to interact with the bromodomain containing protein BRD4 which might participate in their recruitment to chromatin^21^,^22^,^23^. BRD4 is recruited through its bromodomain to regions of the genome with high levels of histone acetylation that have been called super-enhancers^31^. Inhibitors that block the interaction of BRD4 with acetylated histones have been demonstrated to have antiproliferative effects due to the silencing of oncogenes that are dependent on super-enhancers to maintain their high levels of expression in cancer cells^32^. Additionally, the recent finding that BRD4 supports oncogenic RAS-driven transcription in malignant peripheral nerve sheath tumors^33^ prompted us to check potential cooperation between NSD2 depletion and the treatment with the BRD4 inhibitor JQ1. Supplementary Fig. 5e shows that JQ1 has antiproliferative effects in H1299 cells and that combination of doxycycline and JQ1 treatment has additive effects on proliferation.

### PD0325901, JQ1 and NSD2 knock down cooperate on the RAS pathway through commonly and uniquely regulated genes

To understand how PD0325901, JQ1 and NSD2 depletion cooperate to prevent the growth of lung cancer cells we analyzed by RNA-seq the changes in gene expression caused by the individual treatments and in combination (Fig. 4a). PD0325901 caused the downregulation of the largest number of genes and showed a larger overlap with JQ1 than with doxycycline treatment (Fig. 4b; see Supplementary Table 1 for a list of downregulated genes).

Despite the reported ability of JQ1 to interfere with MYC expression and MYC-driven transcription^32^,^34^ JQ1 did not significantly affect the expression of *MYC* nor downregulated the MYC transcriptional program (Supplementary Fig. 6a). Only the treatment with PD0325901 caused a significant downregulation of *MYC* expression that was lost after combination with the other treatments. On the contrary, GSEA revealed that all three individual treatments caused downregulation of the expression of genes upregulated by the RAS pathway but each treatment showed maximum enrichment in different RAS-dependent gene sets (Supplementary Table 2), suggesting that each treatment could be affecting the expression of a different subset of RAS target genes. To better understand the co-operation of the different treatments on these gene sets we compiled a list of genes from the RAS signatures shown in Supplementary Table 2 significantly downregulated by the individual treatments (Supplementary Table 3) and compared their expression between treatments. Supplementary Fig. 6b shows partial overlap on downregulated genes of the RAS pathway between treatments and cooperative downregulation on commonly targeted genes in combined treatments (Supplementary Fig. 6c). Clustering of the RAS-signature genes according to changes in expression shows five main clusters of commonly behaving genes (Fig. 4c). Clusters 1 to 3 contain genes downregulated by NSD2 knock down but only genes in cluster 3 are also downregulated by JQ1 and PD0325901 treatment. Cluster 4 contains the largest number of genes which are targeted by JQ1 and PD0325901 but not NSD2. Overall our analysis suggests that all three treatments converge on the RAS pathway by affecting the expression of common cooperatively targeted genes and uniquely targeted genes. JQ1 and PD0325901 show the largest overlap on the RAS signature, while NSD2 depletion seems to affect a different subset of RAS-target genes. In general, genes that are downregulated by one single treatment remain downregulated in the triple treatment (Fig. 4c).

Importantly, phospho-ERK was unaffected by NSD2 depletion or by JQ1 treatment (Supplementary Fig. 6d) suggesting that BRD4 and NSD2 affect the RAS pathway by directly modulating the RAS transcriptional output at the level of chromatin.

### PD0325901 and JQ1 downregulate the expression of genes associated with cancer-acquired super-enhancers

JQ1 causes downregulation of oncogenes regulated by super-enhancers, affecting the proliferation of cancer cells^32^. Therefore, we speculated that the cooperation between JQ1 treatment and NSD2 knock down might be through crosstalk between H3K36me2 and histone acetylation. In order to address this question, we identified super-enhancers in H1299 and in normal lung according to H3K27ac density signal (Supplementary Fig. 7a) using the software ROSE (Rank Ordering of Super-Enhancers) as previously described^32^,^35^. Comparison of the density of H3K27ac at super-enhancer regions between both samples shows that some super-enhancers are present in both H1299 and normal lung, but others are heavily H3K27 acetylated only in H1299 and are likely to be specifically acquired during oncogenic transformation (Supplementary Fig. 7b; Supplementary Table 3). Moreover, some of these cancer-acquired super-enhancers are associated with genes upregulated in lung cancer samples compared to normal tissues (Supplementary Fig. 7c). Additionally, genes associated with cancer-acquired super-enhancers in H1299 were found to be significantly enriched in genes upregulated by the KRAS pathway (MSigDB Oncogenic Signature “Genes up-regulated in epithelial lung cancer cell lines over-expressing an oncogenic form of KRAS gene” p-value = 12.63 × 10^−07^ determined by GREAT)^36^.

Gene set enrichment analysis shows that genes downregulated by JQ1 treatment were enriched in genes associated with cancer-acquired super-enhancers (Fig. 4d upper panel) but not significantly enriched in genes associated with super-enhancers shared between H1299 and normal lung at a FDR < 0.05 (Supplementary Table 2). Genes downregulated by JQ1 contributing the most to the cancer-acquired super-enhancer signature (leading-edge genes) were also significantly downregulated by PD0325901 but not by doxycycline (Fig. 4d lower panel). In accordance PD0325901 treatment contributed to downregulate genes associated with cancer-acquired super-enhancers (Fig. 4e) and less significantly to those shared between both samples (Supplementary Table 2) and genes downregulated by PD0325901 contributing the most to the cancer-acquired super-enhancer signature were significantly downregulated by JQ1 (Fig. 4e lower panel). These results suggest that the RAS pathway through activation of MEK has a critical role in establishing and/or maintaining the functionality of cancer-acquired super-enhancers in H1299.

### NSD2 regulates the expression of genes marked with H3K36me2

Although previous reports described interactions between BRD4 and NSD2, there was a lack or enrichment of the cancer-acquired super-enhancer signature in genes changing expression after the NSD2 knock down (Supplementary Table 2), and genes contributing the most to the cancer-acquired super-enhancer signature in H1299 cells treated with JQ1 were not significantly changing after NSD2 knock down (Fig. 4d lower panel). These results suggest that in H1299, NSD2 is supporting the RAS-driven transcriptional pathway independently of BRD4. 

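H1299 is an established lung cancer cell line, and the cells of this experiment carried sh3, a doxycycline inducible shRNA against NSD2, the methyltransferase that dimethylates lysine K36 of histone H3. In vehicle treated cells, 48576 H3K36me2 intervals covered 569 Mb, or 19.9% of the genome sequence, and in doxycycline treated cells 40574 intervals covered 548 Mb, or 19.2%. Sequence marked under both treatments amounted to 297 Mb, with 271 Mb marked only in vehicle treated cells and 250.2 Mb only in doxycycline treated cells. Of the vehicle-marked length, 52.3% was also marked after doxycycline, and of the doxycycline-marked length 54.3% was also marked in vehicle treated cells. These lengths depend on the threshold, and intervals with a fold over input of 2 or more covered 25.0 Mb with vehicle and 198 Mb with doxycycline, with 23.0% and 2.91% of their length shared.

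Chromatin was precipitated with an antibody against H3K36me2 in 3 biological replicates of vehicle treated cells and 3 of cells treated with 0.5 µg/ml doxycycline, with pooled inputs as control. The authors mapped the reads to hg19 with Bowtie, pooled the replicates of each treatment and called intervals with SICER (window size 200, fragment size 260, gap size 600, FDR 0.01). The values used here are the 2 resulting lists, 1 per treatment, with the ChIP and input read counts of each interval and the fold over input, p-value and FDR that the authors' SICER run gave. The vehicle list holds 58910068 ChIP reads, 42.1% of the approximate number of mapped reads that the paper gives for each treatment, at a mean of 104 reads per kb, and the doxycycline list holds 60241172 (43.0%) at 110.0 reads per kb. The median interval was 6600 bp with vehicle and 7000 bp with doxycycline, and the longest reached 405400 and 530400 bp. Median fold over input was 1.61 and 1.83. The factor between ChIP and input reads that SICER used, recovered from its columns, was 1.44 in both lists, so library scaling changes the read ratios between treatments very little.

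Because the replicates were pooled before calling, no replicate error can be given for any value of this experiment and no test between the treatments was made. Regions are not replicates, and the binomial and order-statistic 95% intervals printed with some values describe counting over regions only. The intervals were called separately in each treatment, and reads outside them are not in the lists, so ratios of reads depend on how much sequence was called. Reads are relative to each library, and a change of H3K36me2 across the whole genome cannot be read from them. Coordinates are in hg19 and count from 1, genes are the 20136 protein-coding genes of GENCODE 44 placed on GRCh37, and a promoter is the sequence within 5 kb of the TSS. A base is called marked where it lies in an H3K36me2 interval.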

To ascertain which genes are direct targets of NSD2, we conducted ChIP-seq of H3K36me2 in H1299 cells transduced with sh3 in the presence and absence of doxycycline.

The general profile of H3K36me2 in vehicle treated H1299 cells recapitulated basic features previously described for this mark, including positive correlation with marks of active transcription and negative correlation with the repressive H3K27me3 mark^18^,^27^ (Supplementary Fig. 8a). Analysis of H3K36me2 enrichment in 5Kb around the TSS of genes showed that this mark is enriched in genes that are expressed versus those that are not expressed (Supplementary Fig. 8b) further confirming that this mark is associated with gene expression. Additionally, we found that H3K36me2 is depleted at CpG islands (Supplementary Fig. 8c). This depletion has been attributed to the recruitment of the H3K36 demethylase KDM2A to these sites^25^. 

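In vehicle treated cells, H3K36me2 reached the promoters of some gene families and nearly avoided others. Of the 49 histone genes of cluster 1, 47 had a marked promoter, with a mean of 63.9% of the 10 kb around the TSS in an interval, and of 9 metalloproteinase genes on chromosome 11, 8 were marked, with a mean of 69.3%. Class 3 semaphorins, secreted guidance molecules, followed with 4 of 7 promoters marked and a mean of 48.9%. At the low end, 3 of 39 HOX genes, 11 of 77 genes of cytosolic ribosomal proteins and 30 of 399 olfactory receptor genes had a marked promoter, with means of 1.44%, 5.12% and 4.15%.

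Across all protein-coding genes, 4776 (23.7%) had at least 1 marked base within 5 kb of the TSS, and the mean marked share of these promoters was 12.4%. Ribosomal protein genes, which every cell transcribes, and olfactory receptor genes, which most tissues keep silent, both lay at the low end of 10000 random gene lists of the same size, at percentiles 0.21 and 0. Olfactory receptor genes lie in clusters, where neighbours can share an interval, and the random lists were matched in size only. The clustered protocadherins had 15 of 51 promoters marked and a mean of 8.71%. Lung epithelial markers were marked at 1 of 11 promoters, that of TP63, a transcription factor of basal cells, whose promoter was marked over its whole length. Of 7 H3K36 methyltransferase genes, 1 was marked (*SETD2*, at 16% of its promoter), which puts the list at percentile 16.9 of random lists, and none of 5 H3K36 demethylase genes was. Polycomb repressive complex 2, which methylates H3K27, had 1 of 4 genes marked (*EED*, at 42%) and lay at percentile 51.5, near the middle of random lists. Expression values were not analysed here, so the genes were not divided into expressed and silent ones.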

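CpG islands were almost free of H3K36me2 intervals in both treatments. Over 17674 islands found in the hg19 sequence, 0.186% of island sequence was marked in vehicle treated cells, against 14.0% of the sequence 2 to 5 kb away. After doxycycline, 1.54% of island sequence and 27.5% of the flanks were marked. At the TSS of the 20136 protein-coding genes, where many CpG islands lie, 3.86% of genes were marked at the TSS itself and 14.7% at a distance of 5 kb, averaged over both sides, with vehicle, and 6.61% and 25.4% with doxycycline.

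Islands were called here as stretches of at least 500 bp with a GC content of at least 55% and an observed over expected CpG ratio of at least 0.65. With a looser definition of 200 bp, 50% and 0.6, which was chosen after the data were seen and gives 56595 islands, the marked share of island sequence in vehicle treated cells was 2.88%, against 16.8% of the flanks. With doxycycline these shares were 5.05% and 22.3%.

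**Figure D1:**
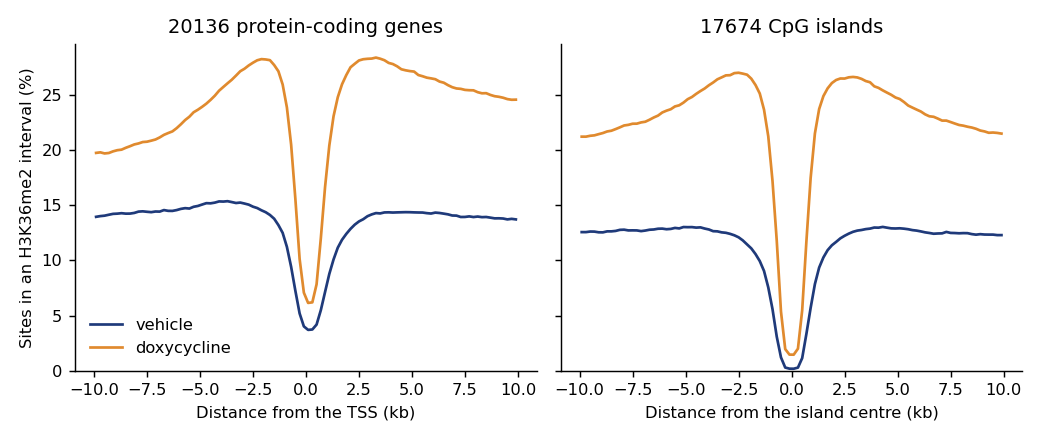
Share of sites (%) lying in an H3K36me2 interval against distance (kb) from the TSS of protein-coding genes, negative upstream (left), and from the centre of CpG islands (right), with vehicle in blue and doxycycline in orange. Both curves dip at the centre, to 0.190% of CpG islands with vehicle and 1.46% with doxycycline, and the doxycycline curve lies above the vehicle curve at every distance shown.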

Presence of CpG islands and nucleosome clearance might be responsible for the deep depletion of H3K36me2 detected at the very TSS of actively transcribed genes (Supplementary Fig. 8b). Finally, we confirmed that H3K36me2 and H3K36me3 signals have different profiles^25^,^37^. 

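Taken over all protein-coding genes of vehicle treated cells, gene bodies outside promoters were marked over 23.1% of their length, intergenic sequence over 18.2% and promoters over 12.6%. Around the TSS, the share of marked genes was highest 3.7 kb upstream, at 15.4%. Close to 10 kb from the TSS, averaged over both sides, it was 13.9%. For ribosomal protein genes the share was 0.649% at the TSS, 11.7% at 9.9 kb upstream and 5.19% at 9.9 kb downstream, and for olfactory receptor genes 3.51%, 4.51% and 3.01%. These shares count bases in an interval and take no account of signal height within it.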

H3K36me3 is correlated with elongation and increases along the coding region of genes while H3K36me2 is mainly enriched at the TSS and less abundant at coding regions (Supplementary Fig. 8d). 

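*HMGA2*, which encodes an architectural chromatin protein, lies on chromosome 12 from 66218240 to 66360071. In vehicle treated cells none of its gene body lay in an H3K36me2 interval, while 32% of its promoter did, in the upstream part, and the promoter belongs to a top H3K36me2 island, number 99 by signal. In the genomic window of Supplementary Fig. 9a, which is 471 kb long, 96.8% of the intergenic sequence was marked. *MYC*, the oncogenic transcription factor on chromosome 8 from 128747680 to 128755197, was marked over 36% of its promoter and 5.26% of its gene body. In the 545 kb window around it, 47.3% of the intergenic sequence was marked. After doxycycline, the marked share of the *HMGA2* gene body was 39.9% and that of its promoter 34%. For *MYC* these shares were 23.7% and 36%, and the intergenic sequence of its window was marked over 87.1%. Sequence outside protein-coding genes and their promoters counts as intergenic here, so non-coding genes and enhancers fall in it. At the *MYC* super-enhancer the paper reports enrichment after knock down. H3K36me3 was not analysed here.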

Lower levels of H3K36me2 at coding regions are clearly observed at genes with high levels of H3K36me3 (Supplementary Fig. 9a–d). This profile was validated at the *HMGA2* and *MYC* genes by ChIP coupled to qPCR using two different antibodies against H3K36me2 (Supplementary Fig. 9b,d) and it is in agreement with the reported conversion of H3K36me2 into H3K36me3 by SETD2 in coding regions^24^,^25^.

Similar to the analysis done to identify regions with top levels of H3K27ac, we used ROSE to rank the H3K36me2 density signal in vehicle treated cells (Fig. 5a). This analysis revealed that certain genomic locations display very high levels of H3K36me2. After stitching together H3K36me2 intervals separated less than 12.5 Kb, 402 top H3K36me2 regions were identified with an average size of 800 Kb and a maximum size of 5 Mb (Supplementary Table 4). Therefore, in the presence of high levels of NSD2 H3K36me2 regions extended long domains (that we called H3K36me2 islands) that typically embedded several genes, including well known clusters of genes such as the histone cluster (38 genes covered by a single island) or the metalloproteinase cluster. This broad distribution might be expected from an abundant modification described to mark up to 40% of histone H3 in mammalian cells^38^.

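The H3K36me2 region of vehicle treated cells with the most reads above input lay on chromosome 8 from 75074801 to 80141000, in sequence the paper calls amplified. Its fold over input was 1.60, below the 1.71 of the region that ranked next. It was 5.07 Mb long, 97.2% of it lay in intervals, and it held the promoters of 10 genes, among them *IL7*, which encodes a cytokine, *HNF4G*, a nuclear receptor, and *PEX2*, a peroxisome factor. That region, on chromosome 6 from 126343601 to 131897600, was marked over 93.8% and held 20 genes, including the receptor phosphatase *PTPRK* and the laminin gene *LAMA2*. Next came 2 regions of chromosome 2, from 161150401 to 166753000 with 19 genes, among them the sodium channel genes *SCN2A* and *SCN3A* and the peptidase genes *DPP4* and *FAP*, and from 142089201 to 147777000 with 5 genes, among them the repressor *ZEB2*. The fifth, on chromosome 7 from 82288801 to 86789200, held 7 genes, among them the semaphorins *SEMA3A*, *SEMA3D* and *SEMA3E*.

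Stitching the vehicle intervals that lay within 12.5 kb of each other gave 11556 regions, which were ranked by ChIP reads minus scaled input reads in their intervals. The 402 highest were taken, the number in the paper, and 370 of them are islands of Supplementary Table 4. Their mean size was 836 kb and their median 507 kb, from 196 kb to 5.69 Mb. They spanned 336 Mb, 11.8% of the genome sequence, and held 52.2% of all vehicle-marked length and 57.9% of the reads in intervals. Size depended on the stitching distance, with a mean of 420 kb when intervals within 5000 bp were joined and 136 kb when none were. With doxycycline, the 402 top regions found in the same way had a mean size of 495 kb.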

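The island over the largest part of histone cluster 1 lay on chromosome 6 from 25986401 to 26457600. It held the promoters of 36 protein-coding genes, the highest number of any island, and 26 of these were among the 49 histone genes of the cluster. A second island of 639 kb, from 27442001 to 28081200, held 16 further histone genes and another of 353 kb, from 26857601 to 27210400, held 5. In the largest part, the promoter of *H4C8* was marked over 90% and that of *H2AC7* over 48%. The metalloproteinase island, on chromosome 11 from 102324801 to 102678200, held *MMP7*, *MMP20*, *MMP27*, *MMP8*, *MMP10* and *MMP1*, which encode secreted proteases of the extracellular matrix, and 84.2% of it was marked. *MMP3* and *MMP12* lay in a separate stitched region of 42.4 kb and *MMP13* in another of 27.2 kb, both outside the top islands.

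In all, 1076 protein-coding genes had a TSS within 5 kb of a top island or in one. The median island held 2 genes, and 91 islands held none. These are 1076 of 20136 genes, so most genes of any list are outside. In a top island lay 2 of 39 HOX genes, close to the share over all genes, 13 of 399 olfactory receptor genes and none of 51 clustered protocadherin genes. Of the 7 class 3 semaphorin genes, 4 lay in a top island.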

We next focused on the changes in H3K36me2 caused by the NSD2 knock down. To have a broad interpretation of these changes along the genome we subtracted the levels of H3K36me2 in vehicle treated cells to the levels found in doxycycline treated cells and displayed the subtraction in the UCSC genome browser. Figure 5b shows a representative genomic region with two genes located in the center of a top H3K36me2 island. Subtraction of signals clearly shows that in doxycycline treated cells H3K36me2 is decreased at intergenic regions while signal is retained at coding regions and proximal promoters, coincident with the presence of H3K36me3 and H3K27ac, respectively. 

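In the 151 kb window around *MARCKS* and *HDAC2* on chromosome 6, 95.1% of the intergenic sequence was marked with vehicle and 32.8% with doxycycline. Gene bodies outside promoters were marked over 80.4% and 86.1%. *HDAC2*, which encodes a histone deacetylase, runs from 114254192 to 114332472 on the minus strand, and 84.1% of its body and 78% of its promoter were marked with vehicle, against 88.7% and all of the promoter with doxycycline. *MARCKS*, which encodes a substrate of protein kinase C, runs from 114178524 to 114184652 on the plus strand, and its promoter was marked over 38% and 42%.

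Over the whole window, 85.2% was marked with vehicle and 55.7% with doxycycline, and 57.6% of the vehicle-marked length was also marked after doxycycline. The mean density inside intervals was 118 and 122 reads per kb. The window lies in an island of 4.55 Mb, from 112409201 to 116959800, of which 90.7% was marked with vehicle and 24.9% with doxycycline. Other genes of this island behaved in different ways. The promoters of *HS3ST5*, a heparan sulfate sulfotransferase gene, and *FRK*, a tyrosine kinase gene, were marked over 68% and 92% with vehicle and not at all with doxycycline, while those of the collagen gene *COL10A1* and of *TRAPPC3L* were marked over their whole length in both.

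**Figure D2:**
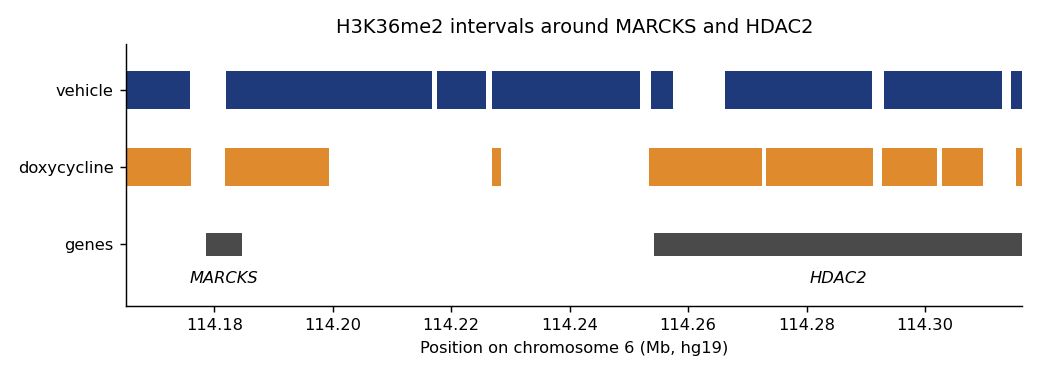
H3K36me2 intervals of vehicle (blue) and doxycycline (orange) treated cells along chromosome 6 (position in Mb, hg19) in the 151 kb window around *MARCKS* and *HDAC2*, with the gene bodies in grey. The sequence between the genes is mostly filled with vehicle and mostly empty with doxycycline (intergenic sequence marked over 95.1% and 32.8%), and the *HDAC2* body carries intervals in both.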

To confirm that this trend is conserved along all top H3K36me2 islands we compared the changes of H3K36me2 at specific genomic locations within the islands (Fig. 5c). We first confirmed that after NSD2 depletion H3K36me2 signal was generally decreased at top H3K36me2 islands (Fig. 5c,d), which is in agreement with the global changes detected by mass spectrometry. 

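The 5 islands with the largest decrease in library-scaled H3K36me2 reads lay on chromosomes 2, 6 and 8. In the island on chromosome 2 from 154630001 to 158123800, the marked share was 94.2% with vehicle and 7.79% with doxycycline (log2 ratio of reads -3.52), at densities of 136 and 143 reads per kb of marked sequence. With the scaled input density given to uncalled sequence, an alternative chosen after the data were seen, its log2 ratio was -0.62. There the promoters of *GALNT13*, a glycosyltransferase gene, and *KCNJ3*, a potassium channel gene, were marked over 70% and 74% with vehicle and not at all with doxycycline, while that of the nuclear receptor gene *NR4A2* was marked over 82% in both. The island of *ZEB2* on the same chromosome was marked over 94.9% and 18.1% (log2 -2.27, filled in that way -0.48, at 127 and 139 reads per kb), and that of *SCN2A* over 93.5% and 20.9% (log2 -1.94, filled -0.42, at 130.4 and 152 reads per kb). That of *RALYL* on chromosome 8, from 82598801 to 85559800, was marked over 95.9% and 15.2% (log2 -2.80, filled -0.44, at 167 and 150.3 reads per kb). The island with *IL7* was marked over 67.3% after doxycycline (log2 -0.63, filled -0.25, at 189.6 and 177 reads per kb).

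Some islands carried more reads after doxycycline. The island over the largest part of histone cluster 1 was marked over 75.8% with vehicle and 90.4% with doxycycline (log2 0.67, at 108 and 144 reads per kb). The cluster's island from 27442001 to 28081200 was marked over 76.6% and 66.9% (log2 0.08, at 105 and 127 reads per kb). That from 26857601 to 27210400 was marked over 80.8% and 74.1% (log2 0.004, at 109 and 119 reads per kb). The largest increases in reads included the island of the DNA repair gene *RAD51B* on chromosome 14 from 68287201 to 69337200 (log2 0.56, marked over 87.5% and 96.6%, at 119.9 and 160.3 reads per kb) and one without a protein-coding promoter on chromosome 2 from 34787001 to 36314800 (log2 0.53, marked over 82.9% and 95.3%, at 98.5 and 124 reads per kb). The metalloproteinase island was marked over 56.5% after doxycycline and had a log2 ratio of -0.22, which turned to 0.06 with uncalled sequence filled, and its density was 93.3 and 119 reads per kb.

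Over all 402 islands, the marked length was 297 Mb with vehicle and 152 Mb with doxycycline, or 88.4% and 45.3% of their span. The library-scaled reads in intervals were 34089432 and 19636520, a ratio of 0.576, at mean densities of 115 and 129 reads per kb of marked sequence. The log2 ratio of reads was below 0 in 289 islands (71.9%, 95% Wilson interval 67.3 to 76.1%), with a median of -0.66 (-0.81 to -0.48), and the covered length was lower in 337. With uncalled sequence given the scaled input density, the median was -0.14 and 61.4% of the islands were lower. In 159 islands reads were at or below a log2 ratio of -1, and 21 had no doxycycline interval. Inside the sequence still called, however, read density was higher with doxycycline in 301 of the 381 islands that had any, and the median log2 ratio of fold over input was 0.15. The direction therefore holds for marked length and total reads and not for density in called sequence. Density also rose over all sequence of the genome marked in both treatments, from 106 to 121 reads per kb (log2 0.20). The higher density was thus not particular to the islands, and sequence no longer called has no density here. In the top 402 doxycycline islands, chosen in the same way, the median log2 ratio of vehicle over doxycycline was -0.63, and 389 of them had fewer reads with vehicle. Of their span, 68.2% was marked with vehicle and 91.7% with doxycycline, at 112 and 126 reads per kb.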

Analysis of particular genomic features at top H3K36me2 islands confirmed decrease of H3K36me2 at intergenic locations after NSD2 knock down while signal was retained at coding regions marked with H3K36me3 and regions marked with H3K27ac, especially at enhancer regions (Fig. 5c,e, Supplementary Fig. 8a). This pattern was confirmed by ChIP coupled to qPCR at intergenic regions downstream of the *HDAC2* gene and at the *MYC* super-enhancer (Supplementary Fig. 9e). Additionally, top H3K36me2 islands covered several lamina associated domains (LADs) that lose H3K36me2 methylation after NSD2 depletion (Fig. 5c). Therefore, we conclude that when levels of NSD2 are low H3K36me2 is confined mainly to H3K27ac regions and also the coding regions of genes that are actively transcribed. 

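Within the top H3K36me2 islands, intergenic sequence went from 88.0% marked with vehicle to 35.6% with doxycycline, gene bodies outside promoters from 89.5% to 56.4%, and promoters from 77.7% to 58.5%. Of the vehicle-marked length, 38.3% remained marked with doxycycline in intergenic sequence, 58.7% in gene bodies and 67.4% in promoters. The kept share also followed the distance from genes, with 54.9% up to 10 kb from the nearest protein-coding gene, 42.1% from 10 to 50 kb and 33.5% beyond 500 kb. Individual gene bodies differed widely. Those of *HNF4G*, *SEMA3A* and the kinase gene *EPHA7* were marked over 96.3%, 92.8% and 97.8% with doxycycline, while those of *LRP1B*, *KCNH7* and *CDK14*, a cyclin-dependent kinase gene, went from 72.8%, 97.7% and 87.4% to 7.75%, 1.63% and 2.96%.

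The median island kept 57.4% of its marked length, 57 islands kept under 10% and 70 kept over 90%. Each interval has 1 read count, spread here evenly over its length, so features inside the same interval take the same density. Averaged in this way, read density with doxycycline was 126 reads per kb in intergenic sequence, 131 in gene bodies and 134 in promoters. With vehicle it was 115 in each. H3K36me3, H3K27ac and enhancers were not analysed here, so gene bodies were not divided by transcription.

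**Figure D3:**
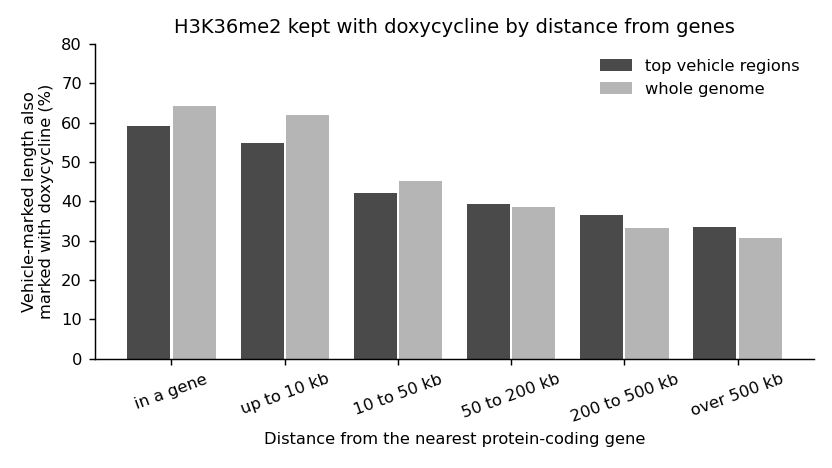
Share (%) of vehicle-marked length that was also marked with doxycycline, by distance from the nearest protein-coding gene, in the top vehicle regions (dark bars) and in the whole genome (light bars). In the top regions the share runs from 59.1% inside genes to 33.5% beyond 500 kb, and in the whole genome from 64.1% to 30.8%.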

In the presence of high levels of NSD2 H3K36me2 spreads into intergenic regions including lamina associated domains. 

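Across the whole genome of H1299 cells, intergenic sequence was marked over 270 Mb with vehicle and 177 Mb with doxycycline, while gene bodies outside promoters were marked over 277 Mb and 330 Mb and promoters over 22.1 Mb and 40.9 Mb. Doxycycline treated cells kept 38.9% of the vehicle-marked length in intergenic sequence, 63.5% in gene bodies and 75.9% in promoters. Of the length marked only with vehicle, 60.8% was intergenic, and of the length marked only with doxycycline 61.6% lay in gene bodies, 28.8% in intergenic sequence and 9.64% in promoters. Outside the top islands, the marked share of intergenic sequence was 8.48% with vehicle and 8.63% with doxycycline, that of gene bodies 13.9% and 23.5% and that of promoters 9.04% and 21.5%.

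Taken in the other direction, 59.3% of the doxycycline-marked intergenic sequence was also marked with vehicle, against 53.3% in gene bodies and 41.0% in promoters. From the decrease at intergenic sequence after NSD2 knock down, and the signal retained at coding regions that carry H3K36me3 and at H3K27ac regions, above all enhancers, the paper concludes that H3K36me2 stays mainly at H3K27ac regions and at the coding regions of active genes when NSD2 is low, and that high NSD2 lets it spread into intergenic sequence. Acetylation, transcription and lamina associated domains were not analysed here.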

In accordance with our results, spreading of the H3K36me2 signal into intergenic regions has been also reported in KMS11 cells^15^.

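Genes in islands with fewer H3K36me2 reads after doxycycline differed in what happened at their promoters. Among 24 genes that the paper names from its H3K36me2 signature or shows in Fig. 5, all had a marked promoter with vehicle and 22 with doxycycline, with mean marked shares of 66% and 59%. The 2 that lost all promoter intervals were *IL7* (84% with vehicle) and the growth factor gene *FGF12* (50%). *MMP1* (74% and 34%), *ZEB2* (40% and 12%), *HMGN3* (86% and 36%), *PTPRK* (78% and 34%) and the kinase gene *TNIK* (62% and 38%) kept part. *MEF2C*, *E2F5*, *EPHA7* and *NCOA1* had equal shares under both treatments, and the shares were higher with doxycycline for *E2F7* (70% and 88%), *NCOA7* (48% and 62%), *TET1* (28% and 78%), the 1 gene of the 24 outside the top islands found here, and the phosphatase gene *DUSP6* (12% and 38%). In *MMP16* the promoter was marked over 30% and 32% and the gene body over 95.9% and 23.4%.

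Among the islands with a log2 ratio of reads below 0 were the promoters of 772 protein-coding genes, and their mean marked share was 74.9% with vehicle and 51.4% with doxycycline. Of these, 769 were marked with vehicle, and 216 had no marked base with doxycycline. The other 304 genes lay in islands with more reads, and their means were 69.3% and 79.5%. The islands were divided by reads from the same lists that give these promoter shares. The direction of the means is therefore partly set by the division and is not independent evidence. The paper's signature of Supplementary Table 3 lists 614 genes, of which 606 were matched to the annotation and 578 lay in the top islands found here, all in islands with fewer reads. Mean promoter share over the signature was 74.7% with vehicle and 49.1% with doxycycline, lower for 335 genes, higher for 190 and equal for 81. Mean gene body share was 81.2% and 51.9%. The authors chose the signature from these same libraries, so its direction is not independent evidence.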

In order to identify most likely NSD2 target genes, we selected top H3K36me2 islands that loose this signal after NSD2 knock down (Supplementary Table 4) and located the genes whose promoters (−/+ 5Kb around the TSS) are embedded in these islands to build a H3K36me2 signature for GSEA. Strong enrichment of this signature was confirmed in doxycycline-downregulated genes (Fig. 5f), while JQ1 and PD0325901 single and combined treatments did not show significant enrichment (Supplementary Table 2). Consistently, the expression of genes in the leading edge of the H3K36me2 signature was not significantly downregulated by JQ1 or PD0325901 but remained downregulated in combined treatments with doxycycline (Fig. 5g and Supplementary Fig. 10). These genes (Supplementary Fig. 10) include metalloproteinases involved in tumor invasion and metastasis (MMP1 and MMP16), transcription factors and coactivators (ZEB2, E2F5, E2F7, HNF4G, MEF2C, NR4A2, NCOA7, NCOA1, CITED2) chromatin related factors (HDAC2, TET1 and HMGN3), signaling molecules (IL7, FGF12) and relevant kinases and phosphatases (EPHA7, FYN, TNIK and DUSP6). Importantly, some of these genes are associated with super-enhancers and part of the RAS signature and about one third were also significantly downregulated by the sh5 (Supplementary Fig. 10). Changes in the expression of several of these genes observed in the RNA-seq analysis were confirmed by qPCR (Supplementary Fig. 9f).

### Top H3K36me2 methylated regions are clustered in certain genomic locations

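The top H3K36me2 islands of vehicle treated cells gathered on chromosomes 6, 2, 12, 3, 5 and 8. Chromosome 6 held 71 of the 402, and the islands spanned 44.6% of its sequence. Chromosomes 2 and 12 held 43 each, chromosomes 3 and 5 held 40 each and chromosome 8 held 38. Together these 6 chromosomes carried 68.4% of the islands and 36.8% of the genome sequence. No top island lay on chromosome 13, 19 or X, and chromosomes 16, 20, 21 and 22 had 1 each. On the long arms lay 322 islands (80.1%, 95% Wilson interval 75.9 to 83.7%), where 67.6% would follow from each chromosome's number of islands and the length of its arms. All 38 islands of chromosome 8 and 36 of 40 on chromosome 5 were on the long arm, against 25 of 43 on chromosome 12.

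The median distance from an island to the nearest other one was 216 kb. In 1000 random draws of as many stitched regions, the median of this distance was 1472 kb and the lowest 926 kb. The draws took stitched regions of every size, so the comparison describes the arrangement of the islands and is not a test.

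**Figure D4:**
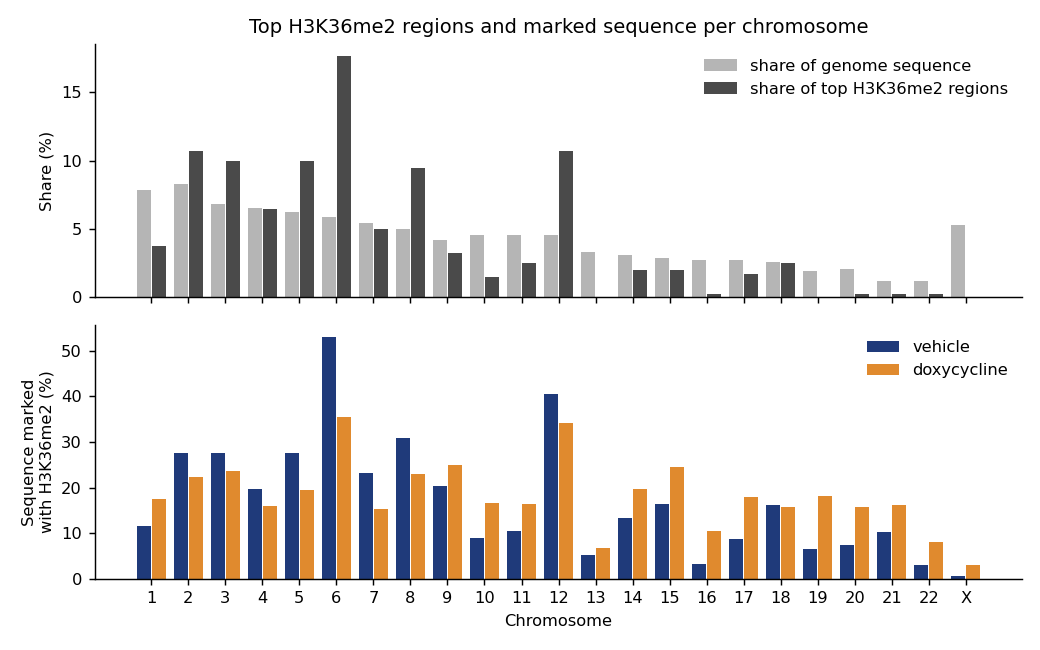
Top panel, share (%) of the genome sequence (light bars) and of the 402 top H3K36me2 regions (dark bars) on each chromosome. Bottom panel, share (%) of each chromosome's sequence lying in an H3K36me2 interval with vehicle (blue) and doxycycline (orange). Chromosome 6 holds 17.7% of the regions on 5.86% of the sequence, and its marked share is 52.9% with vehicle and 35.4% with doxycycline.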

Interestingly, we noticed that top H3K36me2 islands were not evenly spread along the genome but clustered in certain locations, mainly on the large arms of several chromosomes (Supplementary Fig. 11). These regions are often coincident with large areas of strong H3K36me2 depletion that correlate with large domains of downregulated gene expression after NSD2 knock down (Fig. 6a). 

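The share of top islands with fewer H3K36me2 reads after doxycycline varied between chromosomes. All 10 top islands of chromosome 18 had fewer reads with doxycycline, with a median log2 ratio of -2.35. On chromosome 5, 31 of 40 did (median -1.53), on chromosome 7, 17 of 20 (median -1.48), on chromosome 4, 22 of 26 (median -1.43), and on chromosome 2, 34 of 43 (median -0.87). On chromosome 6, 53 of 71 islands had fewer reads (median -0.66). In contrast, this was the case for 5 of 13 islands on chromosome 9 (median 0.06) and 4 of 8 on chromosome 14 (median 0.09). Over the islands of chromosome 18, 81.1% of the span was marked with vehicle and 26.9% with doxycycline, at 93.3 and 110.5 reads per kb, and over those of chromosome 14, 89.5% and 75.2%, at 120.5 and 147 reads per kb. These shares were 84.1% and 30.7% on chromosome 5 (97.2 and 114 reads per kb), 87.8% and 28.4% on chromosome 7 (113 and 118), 79.9% and 35.5% on chromosome 4 (93.1 and 105), 88.5% and 31.2% on chromosome 2 (114 and 126), 91.1% and 47.8% on chromosome 6 (121 and 129.7) and 85.4% and 69.4% on chromosome 9 (100.3 and 118). With uncalled sequence filled at the scaled input density, chosen after the data were seen, the medians were -0.50 on chromosome 18, with 8 of 10 lower, and -0.42, -0.45, -0.39, -0.22 and -0.14 on chromosomes 5, 7, 4, 2 and 6, and 0.17 and 0.13 on chromosomes 9 and 14. The direction turned on chromosome 8, from -0.41 to 0.02 (18 of 38 islands lower), and on chromosome 12, from -0.09 to 0.05 (20 of 43 lower). It also turned on chromosomes 10 (-0.20 to 0.07), 11 (-0.04 to 0.12) and 15 (-0.01 to 0.09), which hold 6, 10 and 8 islands.

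As a share of each whole chromosome, marked sequence went from 27.7% with vehicle to 19.5% with doxycycline on chromosome 5 and from 23.2% to 15.4% on chromosome 7. The share was higher with doxycycline on the 4 chromosomes richest in genes, among them chromosome 19 (6.57% and 18.1%), chromosome 17 (8.81% and 17.8%) and chromosome 16 (3.25% and 10.4%). It was also higher on chromosome 13, which has the fewest genes per Mb (5.21% and 6.70%), and on chromosome X (0.713% and 2.99%), and it was lower on chromosome 12 (40.6% and 34.1%), with 7.97 genes per Mb. Gene expression was not analysed here.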

We next asked which features might be promoting the accumulation of these long domains at these particular genomic locations in cancer cells. 

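Top H3K36me2 islands were poor in genes and in CpG islands. They held 2.97 TSSs of protein-coding genes and 1.97 CpG islands per Mb, against 7.97 and 7.21 per Mb of sequence outside every stitched H3K36me2 region. The ratio between outside and inside was 2.68 for genes (95% exact binomial interval 2.52 to 2.86) and 3.66 for CpG islands (3.38 to 3.96). The GC content was 37.0% inside the top islands and 41.9% outside. Gene bodies took up a similar share of both, 45.0% and 43.8%, although TSSs were fewer in the islands, and gene lengths were not compared.

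Stitched H3K36me2 regions below the top 402 lay between these values, with 5.28 TSSs and 3.95 CpG islands per Mb and a GC content of 38.3%. Against them the ratios were 1.78 for genes and 2.01 for CpG islands. The paper's text does not name the set of regions with low H3K36me2.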

Top H3K36me2 regions contained twice less CpG islands and 3.5 less genes per Kb than regions with low H3K36me2, suggesting that the absence of CpG islands and gene bodies might favor the spread of this mark in cancer cells that express high levels of NSD2. In accordance with this hypothesis we found that the boundaries of top H3K36me2 islands were enriched in proximal promoter regions (p-value: 4.7 × 10^−15^) and features associated with active promoters (H3K27ac, H3K36me3 and Pol II occupancy) (Fig. 6b). 

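Of the 804 ends of the top H3K36me2 islands, 79 lay within 5 kb of the TSS of a protein-coding gene, which is 9.83% (95% Wilson interval 7.96 to 12.1%). In 1000 random placements of the same islands, shifted along their own chromosomes, the median share was 5.22% and the highest 8.33%. Within 2.5 kb, the share was 7.71%, 2.82 times the median of the placements. Ends of the other stitched H3K36me2 regions lay near a TSS about as often, 2042 of 22308 (9.15%).

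The excess depended on the stitching distance. With intervals joined within 5000 bp, 6.84% of the ends lay near a TSS, 1.31 times the median of the placements, and 61 of the 1000 placements were as high. H3K27ac, H3K36me3 and Pol II were not analysed here.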

As expected from the negative correlation found between H3K36me2 and H3K27me3 signals, levels of H3K27me3 were low along the H3K36me2 islands compared to flanking regions (Fig. 6c). This pattern was found both in H1299 cells and normal human lung fibroblast (NHLF) that express low levels of NSD2, suggesting that low levels of H3K27me3 at certain genomic locations might facilitate the spreading of the H3K36me2 mark rather than being the consequence of the H3K36me2 spread.

## Discussion

The importance of NSD2 translocations in blood tumors has been previously demonstrated. However, its potential role in solid tumors remains less understood. As previously described, some lung cancer cell lines express high levels of NSD2 without gain of copy number. Our work suggests that in a subset of these cell lines NSD2 is likely to play a role in supporting the RAS pathway. We show that NSD2 is involved in the proliferation of several lung cancer RAS-mutant cell lines, whereas it seems of lesser importance in cells that do not have RAS mutations. Moreover, NSD2 overexpression contributes to boost E1A-Ras transformation potential. However, given the fact that NSD2 is overexpressed in a wide variety of tumors we cannot exclude that NSD2 contributes to regulate other oncogenic pathways.

NSD2 appears to contribute to the RAS pathway in H1299 cells by affecting the transcriptional output mediated by oncogenic RAS. However, while JQ1 and PD0325901 cooperate with NSD2 depletion in the downregulation of the expression of several common RAS target genes, many direct targets of NSD2 are different than those of JQ1 and PD0325901. Figure 4c exemplifies these divergent responses on RAS target genes. Genes downregulated by both JQ1 and PD0325901 (cluster 4) are enriched in super-enhancers (p < 6.32 × 10^−11^ and p < 7.4 × 10^−12^, respectively) while a significant number of genes downregulated by doxycycline (clusters 1 and 2) are located in top H3K36me2 regions (p < 4.11 × 10^−08^). Therefore, a subset of RAS target genes are marked with super-enhancers and downregulated by JQ1 or PD0325901 and a different subset have high levels of H3K36me2 and are downregulated after the NSD2 knock down.

The impact of PD0325901 in genes associated with cancer-acquired super-enhancers suggests that the RAS pathway through MEK activation controls the expression of critical transcription factors that bind to cancer-acquired super-enhancers and recruit histone acetyltransferases. Despite previous reports proposing that BRD4 plays a role in NSD2 recruitment to chromatin, we found a rather weak overlap in the transcriptional responses to JQ1 and NSD2 depletion of direct target genes (associated with cancer-acquired super-enhancers or enriched in H3K36me2, respectively) suggesting that in cancer cell lines that overexpress NSD2 its recruitment to chromatin is independent of BRD4. However, we noticed that H3K36me2 becomes enriched in H3K27ac and H3K4me1 regions after NSD2 knock down, especially at enhancer regions. In this situation residual levels of NSD2 or other members of the NSD family like NSD3 might be potentially recruited through BRD4 to acetylated regions. It is tempting to speculate that in the presence of high NSD2 levels H3K36me2 could spread from these regions into adjacent intergenic and lamina associated domains. Low gene content, decreased number of CpG islands and low levels of H3K27me3 could be facilitating the spreading of this mark at these large genomic locations, while presence of acetylated regions and active promoters might serve as boundaries. Importantly, gene density influences the portioning of the genome^39^ and enrichment of TSSs and marks of active transcription have been also found near the boundaries of topologically associating domains^40^ suggesting that higher-order physical organization of chromatin might be involved in setting the barriers to the spreading of the H3K36me2 mark. Ultimately, our results suggest that the RAS pathway through MEK activation controls functional enhancers in cancer cells and that overexpression of NSD2 causes the spread of the H3K36me2 mark from these enhancers into neighboring areas that have low levels of H3K27me3 further activating the expression of genes embedded in these regions (Fig. 6d). This particular mode of action suggests that NSD2 could also contribute to boost the transcriptional responses mediated by other oncogenic pathways responsible for the establishment or maintenance of enhancer regions in other types of cancer.

The impact of the spreading of H3K36me2 into intergenic regions caused by cancer-context overexpressed NSD2 should not be underestimated since intergenic regions constitute a critical source of regulatory complexity in mammalian cells (Nelson *et al.*)^41^. 

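Of 10 genes of the RAS, RAF, MEK and ERK cascade, only *KRAS* lay in a top H3K36me2 island. The activating RAS mutation that the paper gives for H1299 is in *NRAS*. *KRAS*, on chromosome 12 from 25358180 to 25403870, had 80% of its promoter marked under both treatments, although 81.5% of the island was marked with vehicle and 18.6% with doxycycline, at 97.52 and 118.6 reads per kb. Reads in the island had a log2 ratio of -1.85, or -0.20 with uncalled sequence filled at the scaled input density. *PHLDA1* and *DUSP6*, which the MAPK pathway induces, were in top islands too, with promoters marked over 42% and 12% with vehicle and 38% and 38% with doxycycline. Outside the top islands, *MAP2K1*, which encodes MEK1, was marked over 24% and 86% of its promoter, and *SPRED1*, which encodes an inhibitor of RAS signaling, over 58% and 30%.

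Of the paper's RAS signature in Supplementary Table 3, 204 of 205 genes were matched to the annotation and 24 lay in a top island. With vehicle, 70 of the 204 promoters were marked and the mean marked share was 18.5%, at percentile 99.97 of random lists of the same size. With doxycycline, 106 were marked, with a mean of 31.4%. Marked promoters were also more frequent over all protein-coding genes, 8443 with doxycycline, with a mean of 23.9%, and the difference between treatments in the RAS signature lay at percentile 77.6 of random lists. Both percentiles are descriptions, because the random lists were matched in size only and not in expression. The paper selected the signature genes as downregulated in H1299 by doxycycline, JQ1 or PD0325901. The share was higher with doxycycline for 93 of these genes, lower for 22 and equal for 89. Among 10 genes of the RAS, RAF, MEK and ERK cascade, 2 promoters were marked with vehicle and 6 with doxycycline, and among 17 genes induced by MAPK signaling 5 and 12, with differences at percentiles 92.1 and 74.9. Both of the last lists depend on the width taken for promoters, with 1 and 3 genes marked in vehicle treated cells when promoters are taken as 2.5 kb either side of the TSS.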

Top H3K36me2 regions contain important genes targeted by the RAS pathway. Additionally, regions chr12: 38161453-48300708 and chr8: 58830148-89198575 are both amplified and heavily marked with H3K36me2 in H1299 suggesting that the presence of this modification reinforces the expression of amplified genes. 

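In the amplified region of chromosome 8, from 58830148 to 89198575, 56.3% of the sequence was marked with H3K36me2 in vehicle treated cells, and in that of chromosome 12, from 38161453 to 48300708, 57.7%. Input reads in the intervals were 78.2 and 94.6 per kb, which is 1.78 and 2.15 times the 43.9 per kb of all other intervals. ChIP reads were 162 and 186 per kb, against 101 elsewhere. Relative to input, the median fold of the intervals was 1.34 and 1.30 in these regions and 1.62 in the rest of the genome, so the higher ChIP reads went along with more input reads.

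The chromosome 8 region overlapped 18 top islands and holds 109 protein-coding genes, among them *IL7*, *HNF4G*, *E2F5* and *TOX*, a DNA-binding factor of lymphocyte development. The chromosome 12 region overlapped 8 top islands and holds 35 genes. After doxycycline, 34.2% and 32.5% of their sequence was marked, at 180.0 and 232 ChIP reads per kb. Of their top islands, 11 of 18 and 5 of 8 had fewer reads, with median log2 ratios of -0.14 and -0.02.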

As expected from poor-gene density regions and lamina-associated domains genes marked with NSD2-dependent H3K36me2 are not as highly expressed as super-enhancer associated genes (compare Fig. 4d,e with Fig. 5g), suggesting that the spread of H3K36me2 causes a general more permissive chromatin environment around regions that otherwise have relatively low levels of transcription.

Events of long range epigenetic activation that affect the expression of genes located on genomic clusters have been previously described in prostate cancer^42^. Long domains of dysregulated gene expression that correlate with alterations in H3K4me3 levels have been described in Down’s syndrome^43^ and aberrant spreading of H3K27ac mark into long domains caused by BRD4-NUT fusions has been recently reported in NUT midline carcinoma^44^. Here we show that cancer-associated alterations in the expression the histone methyltransferase NSD2 can contribute to the formation of aberrant epigenetic domains that alter the expression of clusters of genes. Overall, long range epigenetic remodeling seems to be playing an important role in tumor progression, and perhaps other diseases, thus the dissection of the mechanisms contributing to this process appears crucial to understand the molecular basis of oncogenic transformation.

It is worth noting that NSD2 expression has been reported to be detectable by immnunohistochemistry in 27% of lung cancer biopsies but undetectable in normal tissues^10^. This makes NSD2 an attractive candidate for lung cancer therapy. While BRD4 and MEK inhibitors show redundancy in their responses through cancer-acquired super-enhancers, NSD2 inhibition affects the expression of a different subset of RAS-target genes embedded in large H3K36me2 regions and complements the effects of MEK or BRD4 inhibitors to reach a more comprehensive inhibition of oncogenic RAS-driven transcriptional programs. Therefore, combinatorial therapies using NSD2 inhibitors together with MEK or BRD4 inhibitors are likely to be effective in fighting RAS-dependent cancers with NSD2 overexpression. Additionally, NSD2 could potentially contribute to boost the transcriptional outputs of other oncogenic pathways different from RAS depending on the cancer type. Future work will aim the identification of additional tumors and cell lines that depend on NSD2 for proliferation and the oncogenic pathways involved in such dependence.

## Methods

### Cell lines and reagents

Human lung cancer cell lines (A549, NCIH1299, NCIH23, NCIH226, NCIH460, NCIH520, NCIH1703, SW1271, SW1573 and NCIH358) and blood cancer cell lines (KMS11 and RCH-ACV) were purchased from ATCC, JCRB and DSMZ. Antibodies were obtained from the following sources: NSD2 39879, H3K36me2 61019 and H3K36me2 39255 from Active Motif, NSD3 11345-1-AP from Proteintech, phospho ERK 4370 and H3K36me2 2901 from Cell Signaling, total ERK from BD Biosciences (anti-ERK1 554100 and anti-ERK2 610103), H3K36me2 ab9049 from Abcam, H3 07-690 and H3K27me3 07-449 from Merck Millipore and ACTB A5441 from Sigma Aldrich. Plasmid containing human NSD2 cDNA was purchased from Source BioScience (IMAGE ID: 100066394) and subcloned into pMSCV-FLAG-puro. The E1099K mutation was introduced using the QuikChange II XL Site-Directed Mutagenesis Kit (Agilent Technologies).

### RNA interference and establishment of stable cell lines

Doxycycline inducible pTRIPZ vectors containing different shRNAs against NSD2 and NSD3 were purchased from Dharmacon. Target sequences for NSD2 are the following; sh1 TGGAGCACACGAAGCACCA, sh2 TGTCCAGGAACGCTGAGCT, sh3 TAGAGAAAGGTGAACTTGG, sh4 TCCCGTAAGGCTTATTCAC, sh5 TATGCTCCTCTTCCTGTTC and sh6 TTCAAACTGTCCTTCTCCT. Target sequence for NSD3 is TTGGTGTAGAAATTATAAG. Lentiviral infections were performed as previously described^45^. Stable cell lines were stablish after two weeks of selection with 2 μg/ml puromycin and downregulation of NSD2 was assessed by western blot after 6 days of treatment with 0.5 μg/ml doxycycline. For clonal selection cells infected with shNT and sh3 were treated with doxycycline for 2 days and those expressing the highest levels of tRFP were sorted and plated as single cells in 96 well plates. After several weeks several clones were expanded and characterized.

### Cell extracts

To assess the expression of NSD2 and histone modifications by western blot whole cell extracts were obtained by resuspending cell pellets in SDS lysis buffer (65 mM Tris-HCl pH 7.5, 5% glycerol and 2% SDS) in the presence of proteases inhibitors. After 10 minutes in ice, lysates were sonicated, spun down and supernatants were collected. To interrogate the levels of phospho and total ERK cell pellets were resuspended in RIPA buffer (50 mM Tris-Cl pH 7.4, 150 mM NaCl, 1% NP40 and 0.25% Na-deoxycholate) supplemented with proteases and phosphatases inhibitors. After 30 minutes in ice lysates were spun down and supernatants collected.

### Proliferation curves

For proliferation curves cells were counted using a haemocytometer and plated at day 0 in triplicate for each condition, treated with 0.5 μg/ml doxycycline and/or 75 nM JQ1 and/or 10 nM PD0325901 and harvested and counted at the indicated days. In the doxycycline condition cells were pretreated with doxycycline for five days before the start of the proliferation curve to allow maximum depletion of NSD2. For colony forming assays cells were plated in triplicate and stained with crystal violet 15 days after plating. Media containing fresh doxycycline was replaced every 3–4 days. Visible colonies were counted manually.

### Cell cycle analysis

Cell pellets were fixed with 70% ethanol in PBS at 4 °C for at least one hour and stained with Hoechst 33342 in the presence of RNase A and 0.1% Triton X-100 at 4 °C overnight. Cell cycle distribution was measured using a BD LSRFortessa flow cytometer (BD Biosciences) and data analyzed using the FlowJo software.

### Xenograft experiments

Six mice were used for each experiment in which 5 × 10^6^ cells from shNT and sh3 clones were injected subcutaneously into opposite lower flanks of nude athymic mice. Doxycycline was continuously supplied in the food. Tumor diameters were measured with digital calipers three times per week and the tumor volume was calculated by the formula Volume = (width)2 × length/2. Animals were sacrificed before tumors reached a maximum volume of 3 cm3 and tumors were extracted and weighted. Mice that developed shNT tumors smaller than 0.5 cm3 at the time of sacrifice were not included in the analysis. As expected, sh3 tumors were almost undetectable in these mice. All mice procedures have been approved and are in accordance with the Spanish law (Real decreto 53/2013). Mice were maintained at the Spanish National Cancer Research Center (CNIO) under pathogen-free conditions, following the recommendations of the Federation of European Laboratory Animal Science Association (FELASA).

### RAS-mediated transformation

Phoenix ecotropic cells were transfected with pMSCV-FLAG-NSD2-Puro wild type, mutant or empty vector and virus collected and used to infect mouse embryonic fibroblasts (MEFS). Infected MEFS were selected with 2 μg/ml puromycin for one week and re-infected with viruses produced in phoenix ecotropic cells from vector pLPC-E1a-IRES-H-ras V12 as previously described^46^. Three days later 100,000 cells were plated in 10 cm dishes and stained with crystal violet after 20 days. Foci number and size were determined using ImageJ^47^.

### Analysis of histone modifications

For preparation of the total histones, cells in culture were harvested with trypsin, washed with cold PBS, resuspended in 0.5% Triton X-100 (v/v), incubated for 20 min on ice, and spun for 10 min at 2000 rpm in a bench-top centrifuge to collect nuclear fraction as a pellet, which was resuspended in a small volume of 0.4N HCl and incubated overnight at 4C to extract histones into soluble fraction. Insoluble material was removed by centrifugation. For processing histone samples for mass spectrometry analysis, variations of published methods were employed^48^,^49^. Briefly, 5 μg of the acid extracted histones were lyophilized, dissolved in 30 μl of PBS, and incubated with 20 μl of acetylation reagent (20 μl of acetic anhydride in 3 ml of acetonitrile) for 2 hr at room temperature to acetylate un-modified and mono-methylated lysine residues, before digestion with trypsin which would cleave only after Arg residues with all Lys residues modified either *in vivo* or *in vitro*. One fifth volume of the acetylated histones was incubated with 0.02 μg of MS-grade trypsin (Pierce) overnight at 37 °C in a total volume of 100 μl adjusted with 100 mM ammonium bicarbonate. Digested peptides were lyophilized, dissolved in 30 μl PBS, and incubated with 20 μl of N-terminal modification reagent (20 μl of phenyl isocyanate in 3 ml of acetonitrile) for 2 hr at room temperature, resulting in phenyl isocyanation of the N-termini of the tryptic peptides. Samples were lyophilized to remove acetonitrile, dissolved in 50 μl of 0.1% formic acid, before LC/MS analysis using Dionext Ultimate 3000 UHPLC system coupled in line with Thermo QExactive Orbitrap high resolution mass spectrometer. Identification of the individual peptides with different methylations was done by analysis of the MS2 spectra and by co-migration with isotopically labeled standard peptides. Peak areas of the extracted ion chromatogram for four major isotopes in primary MS as a percentage of total peak areas of all peptides with the same amino acid sequence was used as a representation of the abundance for a particular modification status.

Levels of H3K36me2 were also analyzed using the AlphaLISA dimethylated-Histone H3 Lysine 36 (H3K36me2) Cellular Detection Kit (Perkin Elmer) following the manufactures protocol.

### RNA-seq

Cells were trypsinized at day 7 of the growth curve and total RNA was extracted using the RNeasy kit (Qiagen). Two biological replicates were used for condition. From 1 μg of total RNA PolyA+ fraction was purified and randomly fragmented, converted to double stranded cDNA and processed through subsequent enzymatic treatments of end-repair, dA-tailing, and ligation to adapters as in Illumina’s “TruSeq Stranded mRNA Sample Preparation Part # 15031047 Rev. D” kit. Adapter-ligated library was completed by PCR with Illumina PE primers (8 cycles). The resulting purified cDNA library was applied to an Illumina flow cell for cluster generation and sequenced for 50 bases in a single-read format (Illumina HiSeq 2000). Reads were quality-checked with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and aligned to the human genome (GRCh37/hg19) with TopHat-2.0.10^50^, using Bowtie 1.0.0^51^ and Samtools 0.1.19^52^, allowing two mismatches and five multihits. Transcripts assembly, estimation of their abundances and differential expression were calculated with Cufflinks 2.2.1^50^, using the human genome annotation data set GRCh37/hg19 from the UCSC Genome Browser. Transcripts with FPKM expression values lower than 0.05 in both conditions were considered not expressed and were excluded from further analysis. Heatmaps were generated using GENE-E (http://www.broadinstitute.org/cancer/software/GENE-E) and box plots using BoxPlotR (http://boxplot.tyerslab.com/).

### ChIP-seq

Chromatin immunoprecipitation (ChIP) assays were performed according to the Millipore protocol. Cells were fixed using 1% formaldehyde, harvested, resuspended in ChIP lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl, pH 8.1) and sonicated using Bioruptor Pico (Diagenode) to generate fragments of 150 to 300 bp. Soluble chromatin was diluted 8 fold in ChIP RIPA buffer (10 mMTris–HCl, pH 7.5, 140 mMNaCl, 1 mMEDTA, 0.5 mMEGTA,1%Triton X-100, 0.1% SDS, 0.1% Na-deoxycholate) and incubated with Dynabeads Protein A (Invitrogen) coupled to H3K36me2 antibody ab9049 from Abcam. After incubation, the immunocomplexes were washed sequentially with Low Salt Wash Buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, 150 mM NaCl), High Salt Wash Buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, 500 mM NaCl), LiCl Wash Buffer (0.25 M LiCl, 1% NP40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris-HCl, pH 8.1) and TE. Immunocomplexes were eluted in ChIP elution buffer (1%SDS, 0.1 M NaHCO3) and the crosslinking was reverted overnight at 65 °C. Samples were treated with Proteinase K and RNase A and DNA was extracted using the QIAGEN PCR purification kit. Purified chromatin was used for library construction in the ChIP-seq experiments or for qPCR amplification.

### Library Generation and Sequencing

Inmmunoprecipitated DNA (15 ng) for each condition and the pooled inputs were used for library construction. Briefly, samples were processed through subsequent enzymatic treatments of end-repair, dA-tailing, and ligation to adapters with “NEXTflex ChIP Sequencing kit” from Bioo Scientific (part # 5143). Adapter-ligated libraries were completed by limited-cycle PCR (13 cycles) and extracted with a double double-sided SPRI size selection. Average fragment size is 450 bp, 380 bp for the pool inputs, from which 120 bp correspond to adaptor sequences. Libraries were applied to an Illumina flow cell for cluster generation and sequenced on an Illumina HiSeq 2000 by following manufacturer's protocols.

### ChIP-Seq Data analysis

Sequence analysis was carried out using Galaxy (https://main.g2.bx.psu.edu/) and Galaxy Cistrome (http://cistrome.org/). Three biological ChIP replicates for H3K36me2 were mapped to the human genome build hg19 using Bowtie^51^ and pooled, resulting in about 140 × 10^6^ uniquely mapped reads for each treatment. Bigwig files were generated and displayed in the UCSC Genome Browser. Genomic intervals marked by H3K36me2 were determined using SICER^53^ (window size, 200; fragment size, 260; gap size, 600; FDR, 0.01) and top H3K36me2 islands were identified using ROSE (https://bitbucket.org/young_computation/rose)^32^,^35^. Briefly, H3K36me2 intervals were stitched together if they were within 12.5 kb, and ranked by their H3K36me2 signal. Densities of H3K36me2 H3K36me3, H3K27ac and RNA Pol II signals at given genomic features and metagene representations were calculated using bamToGFF (https://github.com/bradnerComputation/pipeline/blob/master/bamToGFF.py). For visualization of the changes in H3K36me2 levels BAM files with aligned reads generated using RUbioSeq3.7^54^ were converted to sorted BED files. Reads per nucleotide were counted for each sample with BEDtools 2.23.0^55^ and divided by the total number of reads in the sample. Reads counts were subtracted from the pair of compared samples (doxycycline minus vehicle) and finally stored in BigWig files to allow visualization in the UCSC Genome Browser.

### Gene set enrichment analysis (GSEA)

For GSEAPreranked^28^ genes were pre-ranked according to the statistic test of fold change for each treatment obtained in the RNA-seq analysis, setting ‘gene set’ as the permutation method and with 1000 permutations. Gene sets from the Molecular Signature Database (MSigDB) KRAS.300_UP.V1_UP, KRAS.600_UP.V1_UP, KRAS.50_UP.V1_UP and KRAS.KIDNEY_UP.V1_UP, all upregulated by Ras activation were significantly enriched in our experiments. Comparison of the of RAS signatures between treatments was done as previously described^33^. Briefly, genes included in above signatures were compiled to elaborate a Ras signature gene set that was used to select genes that were significantly downregulated by doxycycline, JQ1 or PD0325901 treatments (205 genes at FDR < 0.05).

### Super-enhancer analysis

SICER was used to identify H3K27ac intervals in H1299 and normal lung and super-enhancers were identified using ROSE. Briefly, H3K27Ac intervals were stitched together if they were within 12.5 kb, and ranked by their H3K27Ac signal. We identified super-enhancers acquired in lung cancer cells (H1299) relative to normal lung as previously suggested for other cell types^56^. Briefly, super-enhancers intervals in H1299 and normal lung were concatenated and merged and the density of H3K27ac at these combined intervals in each sample was calculated. Regions with a ratio of H3K27ac signal in H1299 vs. normal lung higher than 10 fold were considered cancer-acquired super-enhancers while regions with a ratio between 2 and 0.5 were considered shared super-enhancers.

### Mapping of elements to genes

Super-enhancers were mapped to the nearest gene using GREAT^36^. This analysis considers 17,744 curated TSSs from canonical isoforms of UCSC Known Genes. Same set of genes were used to identify genes with RNA PolII in −/+5 Kb around the TSS, regulatory regions (−/+5 Kb around the TSS) that overlap with top H3K36me2 islands and coding regions with or without H3K36me3.

### qPCR

For the analysis of ChIP samples the immunoprecipitated chromatin and the input were directly used for qPCR. For analysis of mRNA levels total RNA was reverse transcribed. Real-time PCR analysis was run using Power SYBR Green PCR Master mix (Applied Biosystem). Specific oligonucleotides for amplification are listed in Supplementary Table 5.

### Statistical Methods

The significance of differences in gene expression or signal density between specific categories was analyzed using paired Student’s t test. The significance of differences in cell number, colony count and tumor size and weight was analyzed using Student’s t test. The significance of the number of genes overlapping between treatments was calculated using the hypergeometric test. P-values are either shown or labeled as the following *p-value < 0.05, **p-value < 0.005 and ***p-value < 0.0005.

### Source of public data

Data on gene expression and copy number in lung tumors was generated by The Cancer Genome Atlas (TCGA) and normalized data was downloaded from the UCSC Cancer Browser. Normalized data on gene expression and copy number in lung cancer cell lines was downloaded from The Cancer Cell Line Encyclopedia (CCLE) website (http://www.broadinstitute.org/ccle/home). ChIP-seq for H3K27ac (DRX015250), RNA Pol II (DRX015243), H3K4me1 (DRX015247), H3K27me3 (DRX015249) and H3K36me3 (DRX015248) in H1299 were previously published^57^ and raw data was downloaded from the DNA Data Bank of Japan. Raw data for H3K27ac in normal human lung (GSM1013123) was generated by the Roadmap Epigenomics Project and downloaded from GEO. Data for H3K27me3 in NHLF was generated by ENCODE at the Bernstein laboratory (GSM733764). Lamina associated domains (LADs) in Tig3 cells were previously described^58^ and downloaded from the UCSC Genome Browser tracks.

The RNA-seq and ChIP-seq data has been deposited in the GEO repository (accession number GSE73696)

## Additional Information

**How to cite this article**: García-Carpizo, V. *et al.* NSD2 contributes to oncogenic RAS-driven transcription in lung cancer cells through long-range epigenetic activation. *Sci. Rep.* **6**, 32952; doi: 10.1038/srep32952 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table 1

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

## Figures and Tables

**Figure 1:**
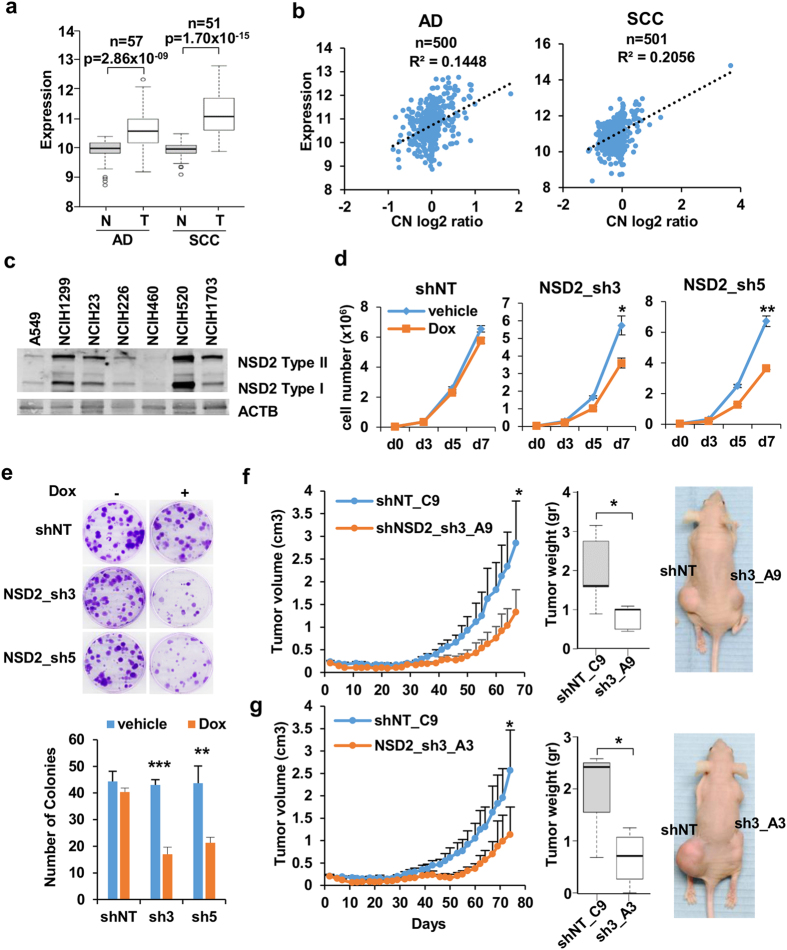
NSD2 is overexpressed in lung cancer and contributes to support the growth of lung cancer cell line H1299. (**a**) Box plot of mRNA levels of NSD2 in paired normal (N) and tumor (T) tissues analyzed by RNA-seq by The Cancer Genome Atlas (TCGA) in lung adenocarcinoma (AD) and squamous cell carcinoma (SCC) patients. P-values were calculated using paired *t*-test. (**b**) Correlation between copy number (CN) and expression levels in lung cancer samples available from TCGA. (**c**) Levels of NSD2 determined by western blot in selected lung cancer cell lines. Figure S1 shows mRNA expression and copy number in lung cancer cell lines. (**d**) Growth curves of H1299 transduced with doxycycline inducible non target shRNA (shNT) and two different shRNAs against NSD2 (sh3 and sh5) in the presence of vehicle or doxycycline. Graph shows mean and standard deviation of triplicates from one representative experiment out of five. *p-value < 0.05 and **p-value < 0.005 determined by *t-*test. Figure S1 shows validation and location of six different shRNAs. (**e**) Colony forming assays of cell lines used in D in the presence of vehicle (−) or doxycycline (+). Left panel shows crystal violet staining of colonies. Graph shows mean and standard deviation of colony count in three replicates from one representative experiment out of three. **p-value < 0.005 and ***p-value < 0.0005 determined by *t-*test. (**f** ) Xenograft in doxycycline treated nude mice injected with one non target clone of H1299 (shNT_C9) and one NSD2 sh3 clone (NSD2_sh3_A9) in each flank. Left panel shows tumor volume measured at the indicated days after injection and central panel shows tumor weight at the time of sacrifice. Right panel shows one representative animal. Mean and standard deviation from five animals is shown. *p-value < 0.05 determined by paired *t-*test. Supplementary Fig. 4 shows the characterization of the selected clones. (**g**) As in F but comparing one non target clone of H1299 (shNT_C9) and a different NSD2 sh3 clone (NSD2_sh3_A3). Mean and standard deviation from four animals is shown. *p-value < 0.05 determined by paired *t-*test.

**Figure 2:**
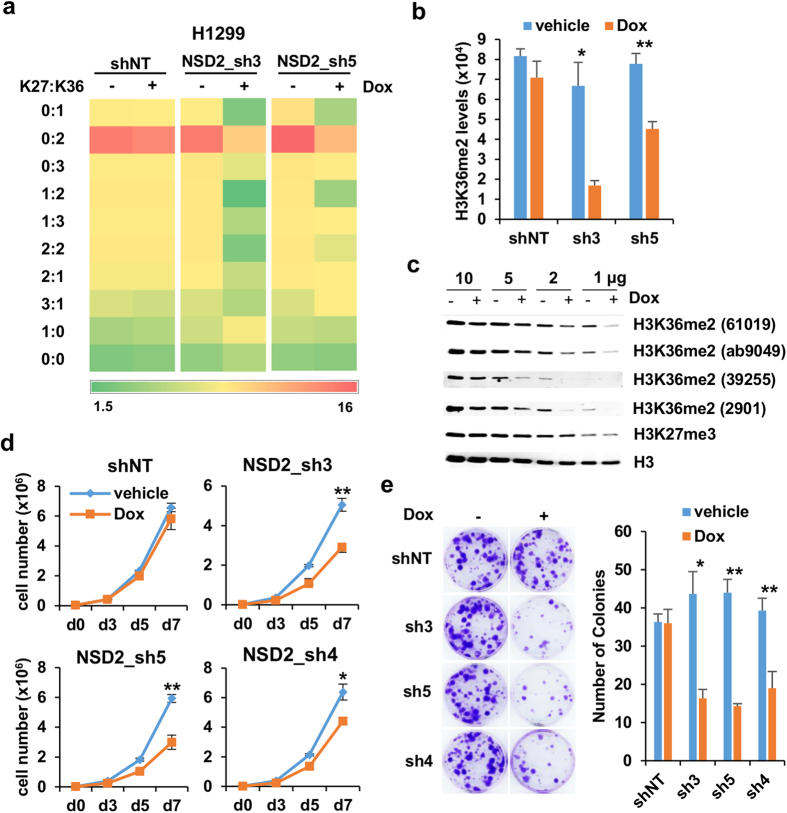
Changes in H3K36 methylation in H1299 after NSD2 knock down. (**a**) Heat map of the abundance of histone H3 K27 and K36 methylation as determined by mass spectrometry in transduced H1299 cell lines in the presence of vehicle (−) or doxycycline (+). Co-presence of non-methylated (0), monomethylated (1), dimethylated (2) and trimethylated (3) at the indicated residues is shown. Abundance is uncalibrated signal intensity of the indicated peptide as a percentage among all peptides that contained K27 and K36. Two of the most abundant species, K27:K36_2:0 and_3:0 are not shown. (**b**) Levels of H3K36me2 were determined in the same samples as in A using AlphaLisa. Mean and standard deviation from triplicates is shown. *p-value < 0.05 and **p-value < 0.005 determined by *t-*test. (**c**) Levels of H3K36me2 were determined in H1299 cells transduced with sh3 and treated with vehicle (−) or doxycycline (+) using different antibodies against H3K36me2 (61019 and 39255 from Active Motif, ab9049 from Abcam and 2901 from Cell Signaling) and loading decreasing amounts of total cell extract. Total H3 content was used as a loading control. (**d**) Growth curves of H1299 transduced with doxycycline inducible non target shRNA (shNT) and two different shRNAs that target both type I and type II NSD2 (sh3 and sh5) and a shRNA that targets NSD2 type II only (sh4) in the presence of vehicle or doxycycline. Graph shows mean and standard deviation of three replicates. *p-value < 0.05 and **p-value < 0.005 determined by *t-*test. (**e**) Colony forming assays of cell lines used in D in the presence of vehicle (−) or doxycycline (+). Upper panel shows crystal violet staining of colonies. Graph shows mean and standard deviation of colony count in three replicates from one representative experiment out of two. *p-value < 0.05 and **p-value<0.005 determined by t-test.

**Figure 3:**
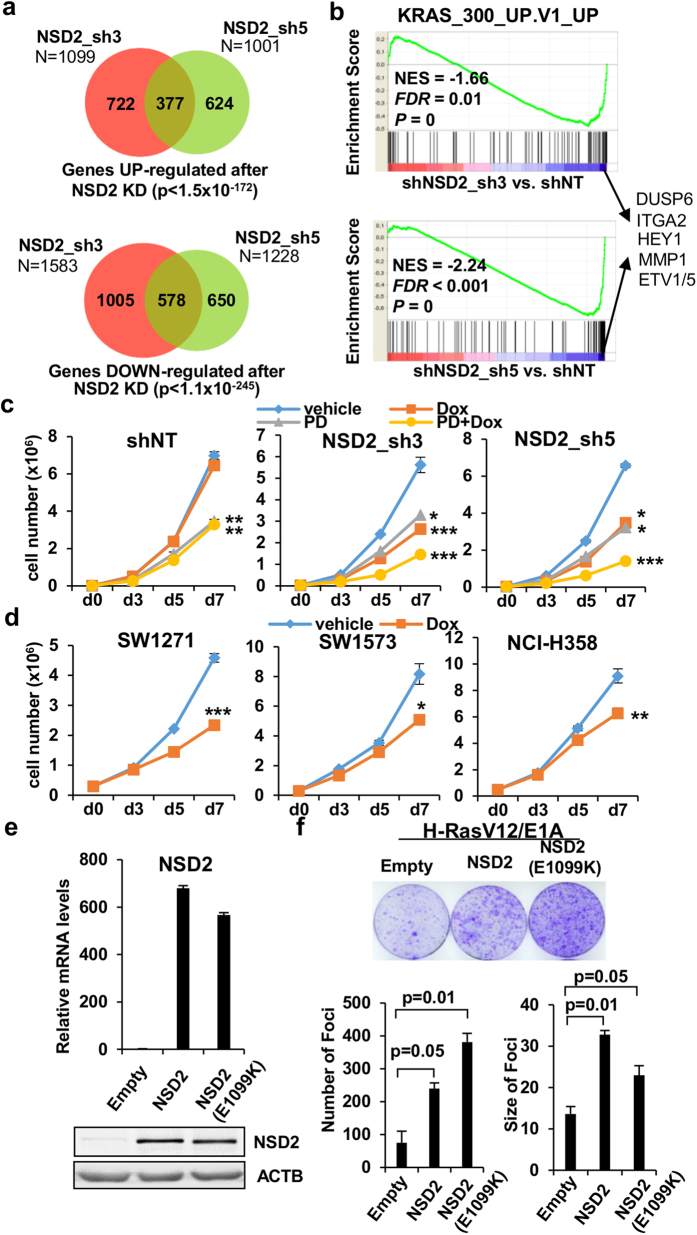
NSD2 supports the RAS oncogenic program. (**a**) Overlap of genes significantly upregulated (upper panel) or downregulated (lower panel) by NSD2 shRNAs sh3 and sh5 at a FDR < 0.05. P-values for the significance of the overlap of genes affected by the two shRNAs is indicated. (**b**) Gene set enrichment analysis plot showing significant enrichment of RAS-associated gene signature (using KRAS_300_UP.V1_UP gene set from the Molecular Signature Database) in genes downregulated by the sh3 (upper panel) and sh5 (lower panel). Several genes common to the leading edge of both shRNAs are shown. (**c**) Growth curves of H1299 transduced with doxycycline inducible non target shRNA (shNT) and two different shRNAs against NSD2 (sh3 and sh5) in the presence of vehicle (DMSO), doxycycline (hereafter labelled as Dox) and/or 10 nM MEK inhibitor PD0325901 (hereafter labelled as PD). Graph shows mean and standard deviation of three replicates from one representative experiment out of two. *p-value < 0.05 and ***p-value < 0.0005 determined by *t*-test comparing each treatment to vehicle. (**d**) Growth curves of SW1271, SW1573 and NCI-H358 cells transduced with sh3 in the presence of vehicle and doxycycline. *p-value < 0.05, **p-value < 0.005 and ***p-value < 0.0005 by t-test. (**e**) Levels of NSD2 mRNA (upper panel) and protein (lower panel) in MEFs infected with empty vector (empty), pMSCV-FLAG-NSD2-Puro (NSD2) or gain of function mutant NSD2 (E1099K) (**f**) Upper panel shows crystal violet staining of RAS- transformed MEFs infected with empty (empty), wild type NSD2 (NSD2) or mutant NSD2 overexpressing retroviruses (NSD2 E1099K). Lower panel shows the mean and standard deviation of the number and size of foci for each condition. P-values according to t-test are also shown.

**Figure 4:**
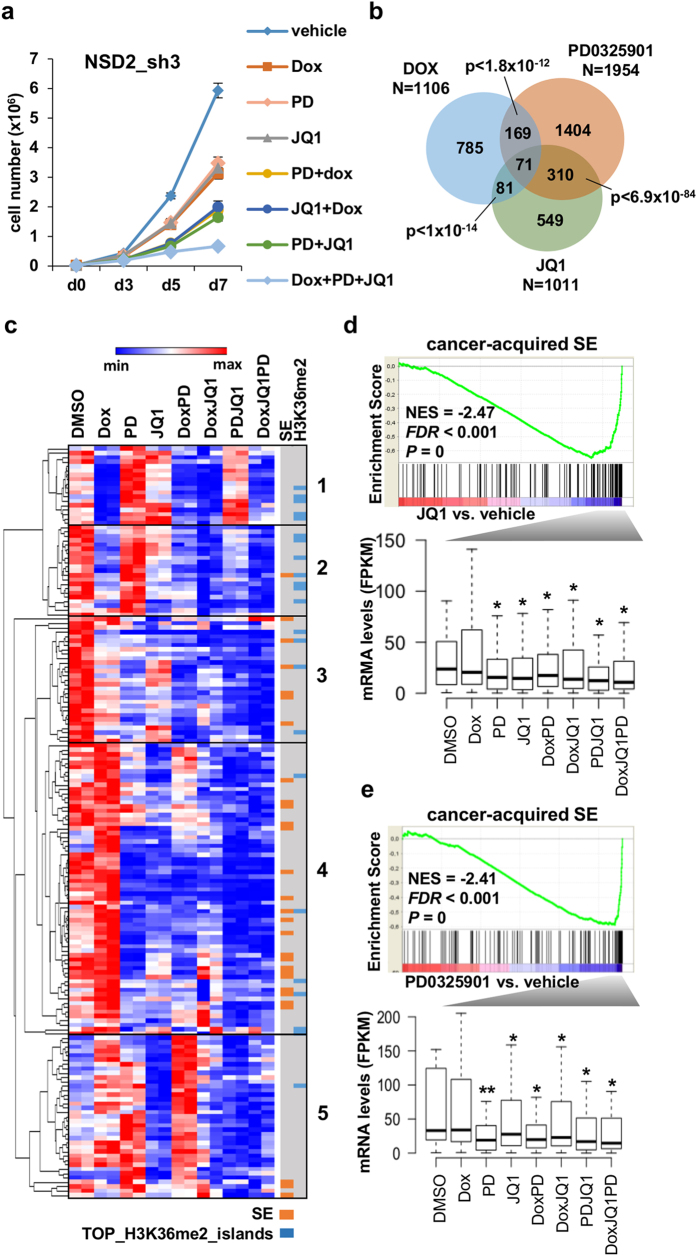
Cooperative responses of NSD2 knock down, PD0325901 and JQ1 treatments. (**a**) Growth curves of H1299 transduced with doxycycline inducible NSD2 shRNA sh3 in the presence of vehicle (DMSO), doxycycline, 10 nM PD0325901 and/or 75 nM JQ1. Graph shows mean and standard deviation of three replicates from one representative experiment out of two. All treatments had significant effects compared to the vehicle at a p-value < 0.0005 except JQ1 treatment at a p-value < 0.005 as determined by *t*-test. (**b**) Overlap of genes significantly downregulated (FDR < 0.05) by the indicated independent treatments compared to the vehicle (DMSO). The total number of downregulated genes by each treatment is also shown. P-values for the significance of the overlap of downregulated genes between two treatments are shown. (**c**) Clustered heat map of the expression of genes contributing the most to the RAS signature and significantly downregulated (FDR < 0.05) by the independent treatments. Association with super-enhancers and overlap with top H3K36me2 methylated islands is indicated. Main clusters of genes with similar patterns of gene expression are indicated. (**d**) Upper panel shows gene set enrichment analysis (GSEA) plot showing significant enrichment of cancer-acquired super-enhancers-associated gene signature and genes downregulated by JQ1. Lower panel shows the expression of genes on the leading edge for each treatment. *p-value < 0.05 determined by paired t-test comparing each treatment to the vehicle (DMSO). (**e**) Upper panel shows gene set enrichment analysis (GSEA) plot showing significant enrichment of cancer-acquired super-enhancers-associated gene signature and genes downregulated by PD0325901. The expression of genes on the leading edge is shown in the lower panel. *p-value < 0.05, **p-value < 0.005 determined by paired t-test comparing each treatment to the vehicle (DMSO).

**Figure 5:**
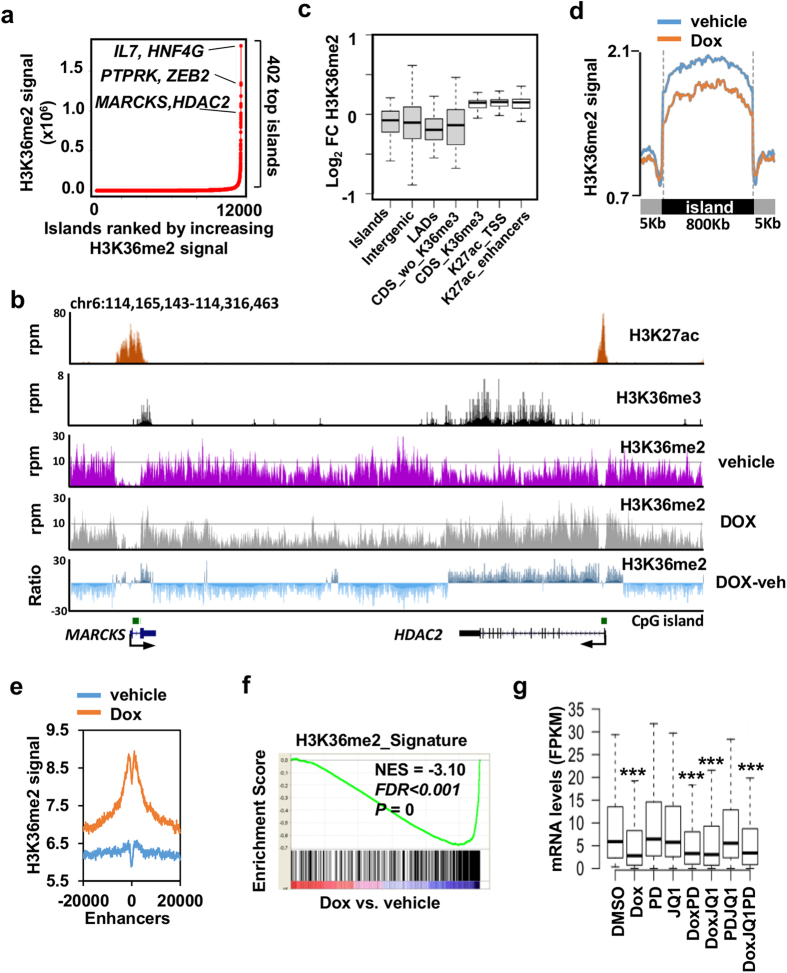
Loss of H3K36me2 correlates with downregulated genes after NSD2 knock down. (**a**) Top H3K36me2 islands in vehicle treated cells identified using ROSE. (**b**) Gene tracks of H3K36me2 signal in presence (dox) or absence (vehicle) of doxycycline. Ratio of H3K36me2 signal in doxycycline minus vehicle treated cells is also shown (Negative light blue values represent loss of signal caused by doxycycline, positive dark blue values represent remaining signal after doxycycline treatment). H3K36me3, H3K27ac signal and CpG islands are also shown. (**c**) Log_2_ of fold change (doxycycline vs. vehicle) of H3K36me2 signal at different genomic features located in top H3K36me2 islands. Significance to the fold change was tested using paired two-tailed *t* test; *P* = 8.63 × 10^−15^ in top H3K36me2 islands (islands), *P *= 5.68 × 10^−34^ for intergenic regions (intergenic) *P* = 1.76 × 10^−19^ for lamina associated domains (LADs), *P* = 1.44 × 10^−15^ for coding regions without H3K36me3 (CDS_wo_K36me3), *P* = 6.531 × 10^−101^ for regions marked with H3K27ac located at TSSs (K27ac_TSS), *P* = 1.70 × 10^−155^ for H3K27ac marked regions not coincident with TSSs (K27ac_enhancers) and *P* = 4.81 × 10^−09^ for coding regions with H3K36me3 (CDS_K36me3). (**d**) Metagene representation of average H3K36me2 density at top H3K36me2 identified in A in the presence of vehicle or doxycycline. The x axis shows the average size of the top H3K36me2 islands flanked by 5 Kb up and down. See Supplementary Table 4 for comparison of H3K36me2 densities at each island in the presence of vehicle or doxycycline. (**e**) Average density of H3K36me2 −/+20 Kbs around the center of H3K27 acetylated regions not coincident with TSSs (enhancers) in top H3K36me2 islands in H1299 cells transduced with sh3 and treated with doxycycline (Dox) or vehicle. (**f** ) Gene set enrichment analysis (GSEA) plot showing significant enrichment of top H3K36me2 islands downregulated by dox-associated gene signature (H3K36me2_Signature; Supplementary Table 3) and genes downregulated by doxycycline. (**g**) Expression of genes on the leading edge of panel F after different treatments. ***p-value < 0.0005 determined by paired t-test comparing each treatment to control (DMSO).

**Figure 6:**
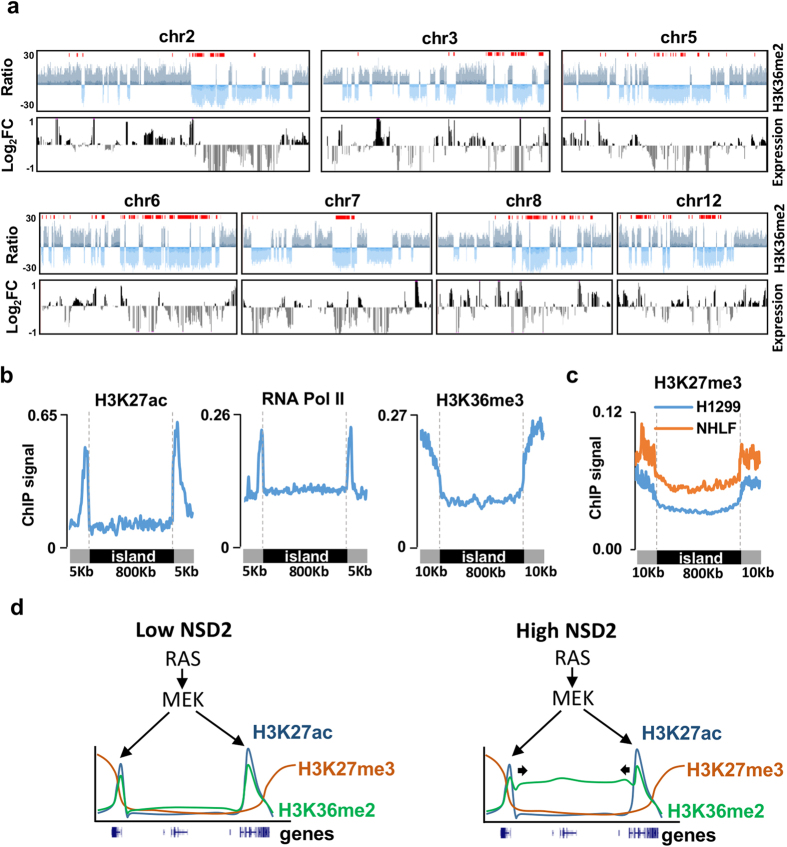
Chromosomal domains with coordinated loss of H3K36me2 and gene expression. (**a**) Smoothed H3K36me2 signal ratio (H3K36me2) and gene expression changes (FPKM) in doxycycline versus vehicle treated cells along chromosomes most enriched in top H3K36me2 islands (shown in red). Regions of retention of H3K36me2 are shown in dark blue and loss in light blue. Upregulated genes are shown in black and downregulated genes in grey. (**b**) H3K27ac and H3K36me3 levels and RNA Pol II occupancy at top H3K36me2 islands and the indicated flanking sites in H1299. (**c**) Levels of H3K27me3 at top H3K36me2 islands and flanking sites in H1299 and normal human lung fibroblasts (NHLF). (**d**) Model of NSD2 action in cell lines with RAS activating mutations. RAS signaling contributes to the establishment of super-enhancers. In the presence of low levels of NSD2, H3K36me2 is confined to enhancer regions. When levels of NSD2 are high the H3K36me2 mark spreads along regions of low H3K27me3 levels and low gene content, increasing the expression of genes located on these areas.

# Supplementary material for: NSD2 contributes to oncogenic RAS-driven transcription in lung cancer cells through long-range epigenetic activation
**Source:** Sci Rep. 2016 Sep 8;6:32952. doi: 10.1038/srep32952
**Supplement:** Supplementary Information

SUPPLEMENTARY INFORMATION

NSD2 supports oncogenic RAS-driven transcription in lung cancer cells through long-range epigenetic activation.

Verónica García-Carpizo, Jacinto Sarmentero, Bomie Han, Osvaldo Graña, Sergio Ruiz-Llorente, David G. Pisano, Manuel Serrano, Harold B. Brooks, Robert M. Campbell and Maria J. Barrero

SUPPLEMENTARY FIGURE LEGENDS

Supplementary Figure 1. Differential expression of histone lysine methyltransferases between normal and cancer lung tissues.

(a) Box plot of mRNA levels of 24 histone lysine methyltransferases in paired normal (white) and tumor (pink) tissues analyzed by RNA-seq by The Cancer Genome Atlas (TCGA) in lung adenocarcinoma and squamous cell carcinoma patients. (b) P-values regarding the differences in expression for each methyltransferase between normal and tumor tissue of adenocarcinoma (AD) and squamous cell carcinoma (SCC) patients calculated using paired *t*-test are shown.

Supplementary Figure 2. NSD2 expression in cancer cell lines and shRNA-mediated knock down.

(a) Correlation between expression levels and copy number (CN) in lung cancer cell lines according to data from The Cancer Cell Line Encyclopedia (CCLE). (b) Representation of NSD2 described variants and domains. The position of the different shRNA used in this study is shown. (c) Levels of NSD2 determined by western-blot of H1299 cells transduced with a non target shRNA (shNT) and six different shRNAs against NSD2 and treated with vehicle (-) or doxycycline (+) for 6 days. (d) Growth curves (left) and levels of NSD2 determined by western blot (right) of KMS11 cells transduced with a doxycycline inducible non target shRNA (shNT) and two different shRNAs against NSD2 (sh3 and sh5) in the presence of vehicle (DMSO) and doxycycline. **p-value<0.005 and ***p-value<0.0005 determined by *t*-test. (e) Growth curves (left) and levels of NSD2 determined by western blot (right) of RCH-ACV cells transduced with a doxycycline inducible non target shRNA (shNT) and two different shRNAs against NSD2 (sh3 and sh5) in the presence of vehicle (DMSO) and doxycycline. **p-value<0.005 and ***p-value<0.0005 determined by *t*-test.

Supplementary Figure 3. Knock down of NSD3 has no effect on the proliferation of H1299 cells.

(a) Levels of NSD2 and NSD3 determined by western-blot in H1299 expressing non target shRNA (Control), knock down for NSD2 (NSD2 KD), knock down for NSD3 (NSD3 KD) and knock down for

both NSD2 and NSD3 (Double KD). **(b)** Growth curves of the corresponding cell lines. Graph shows mean and standard deviation of biological triplicates from one representative experiment out of three. *p-value<0.05 by *t*-test.

Supplementary Figure 4. Isolation and characterization of clonal populations.

(a) Levels of NSD2 determined by western-blot of clonal populations of one clone of H1299 cells transduced with a non target shRNA (clone C9) and two different clones of H1299 transduced with sh3 against NSD2 (clones A9 and A3) treated with vehicle (-) or doxycycline (+) for 6 days. **(b)** Growth curves of clones described in A in treated with vehicle or doxycycline. Graph shows mean and standard deviation of three replicates from one representative experiment out of two. **p-value<0.005 and ***p-value<0.0005 determined by *t*-test. **(c)** Colony forming assays of cell lines described in A in the presence of vehicle (-) or doxycycline (+). Upper panel shows crystal violet staining of colonies. Graph shows mean and standard deviation of colony count in three replicates from one representative experiment out of four. *p-value<0.05 and **p-value<0.005 determined by *t*-test. **(d)** Cell cycle profile of clones A9 and A3 treated with vehicle or doxycycline determined by Hoechst. The mean and standard deviation of the percentage of cells found in G0/G1 in three biological replicates are depicted. Differences between treatments were found significant in both clones by *t*-test ($p<0.05$).

Supplementary Figure 5. Lung cancer cell lines without RAS mutations are insensitive to the NSD2 knock down and the NSD2 knock down cooperates with JQ1 treatment.

(a) Levels of NSD2 determined by western-blot of H1703 cells transduced with sh3 shRNA against NSD2 treated with vehicle or doxycycline for 6 days. **(b)** Colony forming assays of cell lines described in a in the presence of vehicle or doxycycline. Left panel shows crystal violet staining of colonies. Graph shows mean and standard deviation of colony count in three biological replicates. **(c)** Levels of NSD2 determined by western-blot of H520 cells transduced with sh3 shRNA against NSD2 treated with vehicle or doxycycline for 6 days. **(d)** Colony forming assays of cell lines described in c in the presence of vehicle or doxycycline. Left panel shows crystal violet staining of colonies. Graph shows mean and standard deviation of colony count in three biological replicates.

(e) Growth curves of H1299 transduced with doxycycline inducible non target shRNA (shNT) and two different shRNAs against NSD2 (sh3 and sh5) in the presence of vehicle (DMSO), doxycycline and/or 75 nM BRD4 inhibitor JQ1. Graph shows mean and standard deviation of three replicates from one representative experiment out of two. **p-value<0.005 and ***p-value<0.0005 determined by *t*-test comparing each treatment to vehicle.

Supplementary Figure 6. RAS signature is downregulated by the three treatments.

(a) mRNA levels of *MYC* after the indicated treatments. *p-value<0.05 by *t*-test. (b) Overlap of genes found in the leading edge analysis of gene sets upregulated by KRAS that are significantly down regulated by the three independent treatments. (c) Box plot representation of genes induced by KRAS and commonly downregulated by the three independent treatments shown in B shows cooperativity on combinatory treatments. (d) Levels of phosphor ERK and total ERK after the indicated treatments in the H1299 sh3 line determined by western blot.

Supplementary Figure 7. Super-enhancer analysis in H1299 and normal lung.

(a) Distribution H3K27Ac signal at enhancers in lung cancer cell line H1299 and normal human lung tissue used to identify super-enhancers. (b) Left panel shows the ratio of H3K27ac in H1299 versus normal lung at merged super-enhancers identified in the two samples. Super-enhancers with a ratio higher than 10 were considered to be cancer-acquired. Super-enhancers with a ratio between 2 and 0.5 were considered to be shared between H1299 and normal lung. Right panel shows gene tracks of H3K27ac at four different genes found to have super-enhancers in H1299 and not in normal lung. (c) Box plot of mRNA levels of genes associated with cancer-acquired enhancers in paired normal (N) and tumor (T) tissues analyzed by RNA-seq by The Cancer Genome Atlas (TCGA) in lung adenocarcinoma (LAD; 57 samples) and squamous cell carcinoma (SCC; 51 samples) patients. P-values were calculated using paired *t*-test.

Supplementary Figure 8. Profiles of the H3K36me2 signal in H1299.

(a) Correlation coefficient values of the H3K36me2 signal in vehicle or doxycycline H1299 treated cells, several histone modifications and RNA Pol II signal. (b) Average density of H3K36me2 signal

in H1299 cells around the transcription start site (TSS) genes that are expressed (ON) or not expressed (OFF) according to presence of RNA Pol II on the TSS. X-axis corresponds to Kb. (c) Average density of H3K36me2 signal around CpG islands. X-axis corresponds to Kb. (d) Metagene representation of average density of H3K36me2 and H3K36me3 at genes that are marked with H3K36me3 at the coding region. The x axis shows the start and end of the coding region flanked by 5 Kb upstream of the start.

Supplementary Figure 9. Validation of the H3K36me2 signal and gene expression changes in H1299.

(a) Gene tracks of H3K27ac, H3K36me3 and H3K36me2 in H1299 around the *HMGA2* gene. Intervals considered super-enhancers (SE) are also shown. Interval corresponding to top H3K36me2 signal is shown in red. (b) ChIP coupled to qPCR carried out with two different antibodies against H3K36me2 (Active Motif 61019 in blue and Abcam ab9049 in Orange) show H3K36me2 levels around the *HMGA2* gene. Coordinates show distance from the *HMGA2* TSS in Kb. Levels were normalized to the input and plotted relative to the maximum enrichment as 1. (c) Same as in a, but showing a genomic region around the *MYC* gene. (d) ChIP coupled to qPCR carried out as in b shows H3K36me2 levels around the *MYC* gene. Coordinates indicated distance from the *MYC* TSS. Data was normalized to input (e) ChIP coupled to qPCR interrogating the levels of H3K36me2 (Active Motif 61019) at different genomic locations around the *HDAC2* and *MYC* genes in the presence of vehicle or doxycycline. Coordinates indicate distance from the corresponding gene TSS. Loss of H3K36me2 after the NSD2 knock down is appreciated at intergenic regions downstream of the *HDAC2* gene, while enrichment is observed at the *MYC* super-enhancer (amplicon G). Data was normalized to input. (f) qPCR validation of the expression of several NSD2 target genes after different treatments. Levels were normalized to housekeeping gene *HPRT*.

Supplementary Figure 10. Expression patterns of genes in the leading edge of the H3K36me2 signature.

Clustered heat map of the expression of leading edge genes contributing the most to the H3K36me2 signature (Fig. 5f). The presence of super-enhancers in H1299, the overlap with the RAS signature and downregulation by the sh5 are indicated in orange, blue and green respectively.

Supplementary Figure 11. Genome graphs showing changes in H3K36me2 levels.

Chromosome ideograms showing smoothed H3K36me2 ratio of doxycycline minus vehicle treated cells. Positive values in dark blue depict H3K36me2 retention and negative values in light blue depict loss of H3K36me2 after NSD2 knock down. Red lines show top H3K36me2 islands in vehicle treated cells. Green squares highlight the regions with most dramatic loss of H3K36me2.

Supplementary Table 1. Genes downregulated in H1299 cells transduced with sh3 after doxycycline, JQ1 and PD0325901 treatments

Overlap with RAS and super-enhancer signatures and top H3K36me2 islands is also indicated.

Supplementary Table 2. Enrichment of gene expression changes in relevant signatures.

Gene set enrichment analysis (GSEA) of changes in gene expression caused by independent and combined treatments showing normalized enrichment scores (NES), p-values and false discovery rate (FDR) for the indicated KRAS upregulated gene signatures (from the Molecular Signature Database) and the super-enhancer and H3K36me2 signatures. All treatments were compared to vehicle (DMSO) treatment. NS corresponds to not significant.

Supplementary Table 3. Genes included in the signatures used in this study

Supplementary Table 4. TOP H3K36me2 islands found in H1299 cells

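Each line of Supplementary Table 4 is an island of stitched H3K36me2 intervals from vehicle treated cells, with its position, the number of intervals joined, its size, its H3K36me2 signal in each treatment, its rank and the genes whose TSS lies within 5 kb. The copy used here holds 400 of the 402 islands. The start and end of all 400 were found among the 11556 regions stitched here, and 370 were among the 402 top islands used here. The size column, headed in kb, gives the length in bp for every one. Across these islands the paper's vehicle signal and the ChIP reads in the vehicle intervals had a Pearson r of 0.9997, where islands are not independent replicates. With ChIP reads minus scaled input, by which islands were ranked here, r was 0.9907. By the paper's signals, 251 of the 400 islands (62.75%) were lower with doxycycline. By the reads in called intervals, 285 of the same islands were lower (71.25%), and the direction was the same in 366.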

Densities of H3K36me2 signal in vehicle and doxycycline treated cells and genes overlapping (-/+5kb around the TSS) with each island are also shown.

Supplementary Table 5. Oligonucleotides used in this study.

Supplementary Figure 1

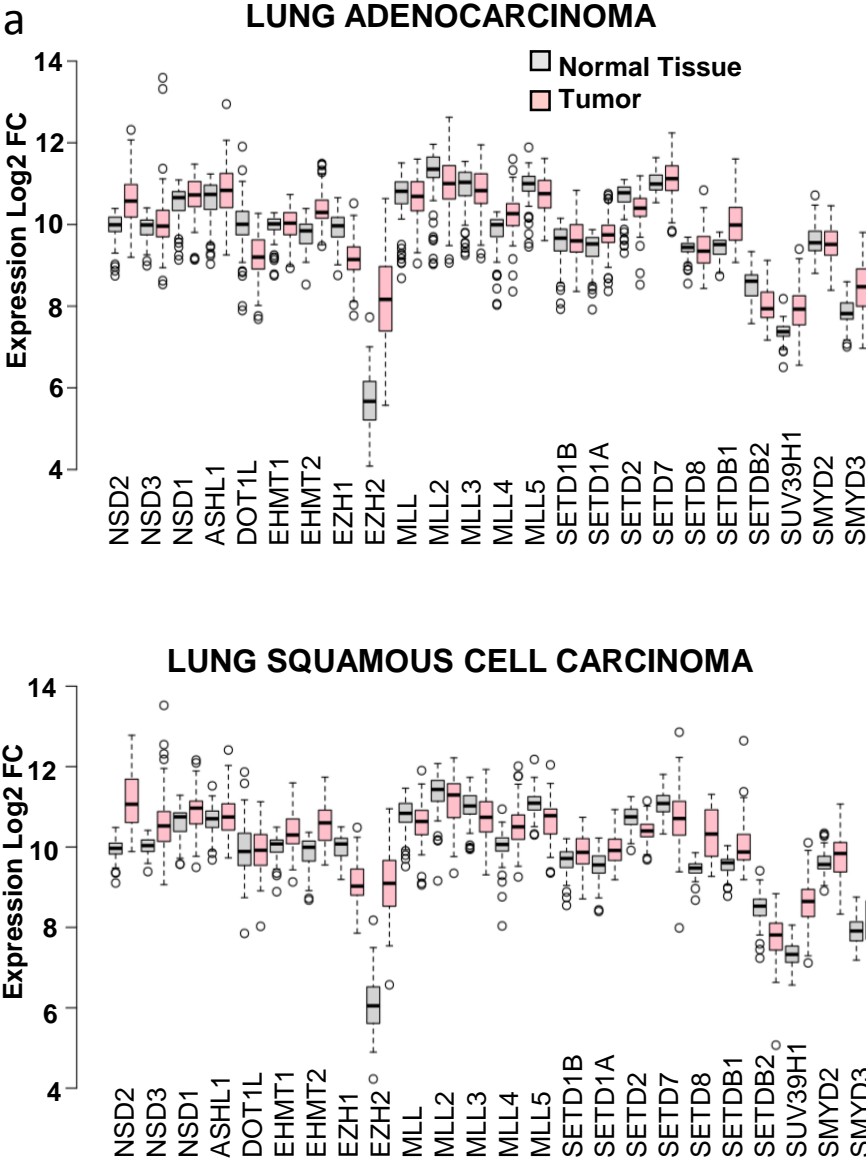

b

Gene	AD	SCC
EZH2	8.87E-20	9.55E-27
NSD2	2.86E-09	1.7E-15
EZH1	1.42E-15	5.51E-13
EHMT2	2.88E-11	6.62E-10
MLL4	5.67E-06	1.24E-07
SETD2	6.86E-05	4.7E-06
EHMT1	0.223974	5.67E-06
NSD3	0.127536	1.02E-05
SETD8	0.85279	0.00673
MLL3	0.719892	0.009474
NSD1	0.047409	0.010969
SMYD3	4.39E-07	0.013786
SETDB2	3.22E-09	0.013797
SUV39H1	5.3E-09	0.018986
SETD1A	0.000239	0.063851
MLL2	0.135926	0.075454
SMYD2	0.454255	0.117627
SETD1B	0.401735	0.130288
ASHL1	0.004955	0.164597
SETDB1	7.48E-11	0.176886
SETD7	0.232356	0.309182
MLL5	0.023451	0.432175
MLL	0.653042	0.440098
DOT1L	4.53E-09	0.884337

Supplementary Figure 2

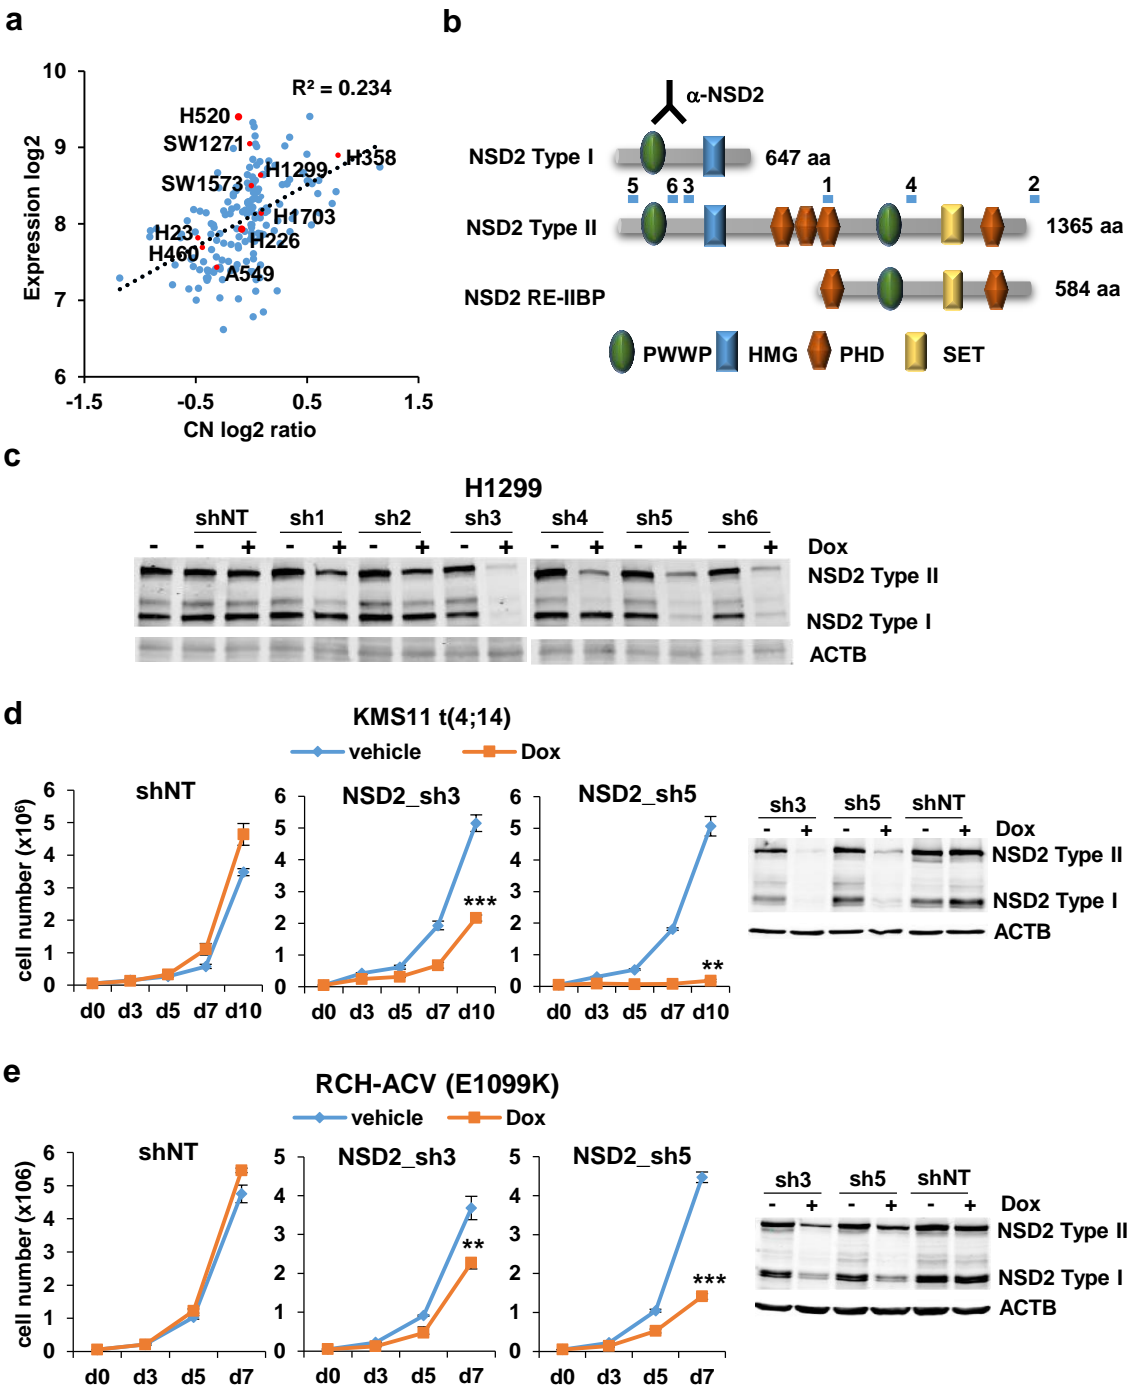

Supplementary Figure 3

a

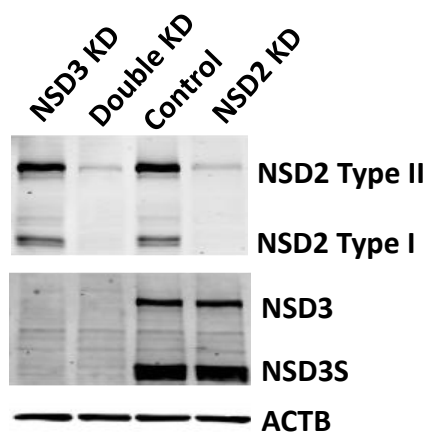

b

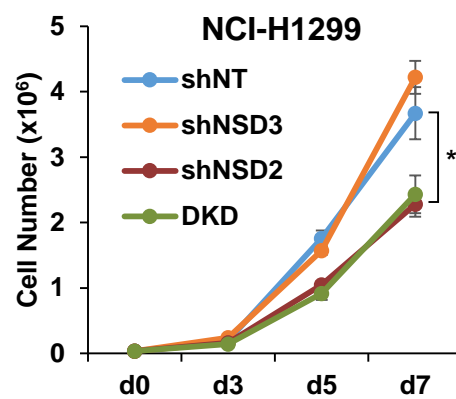

Supplementary Figure 4

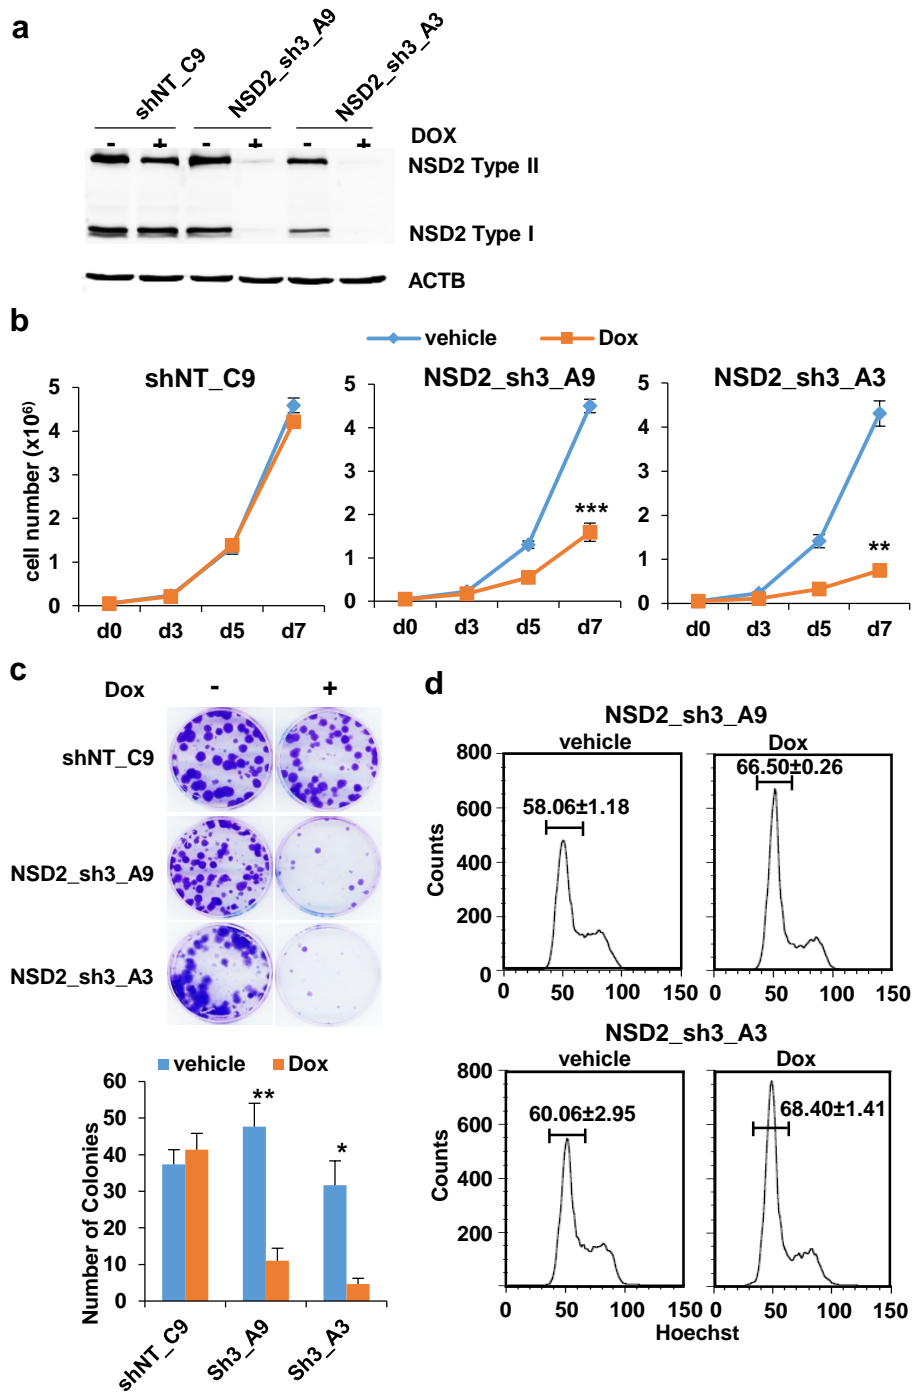

Supplementary Figure 5

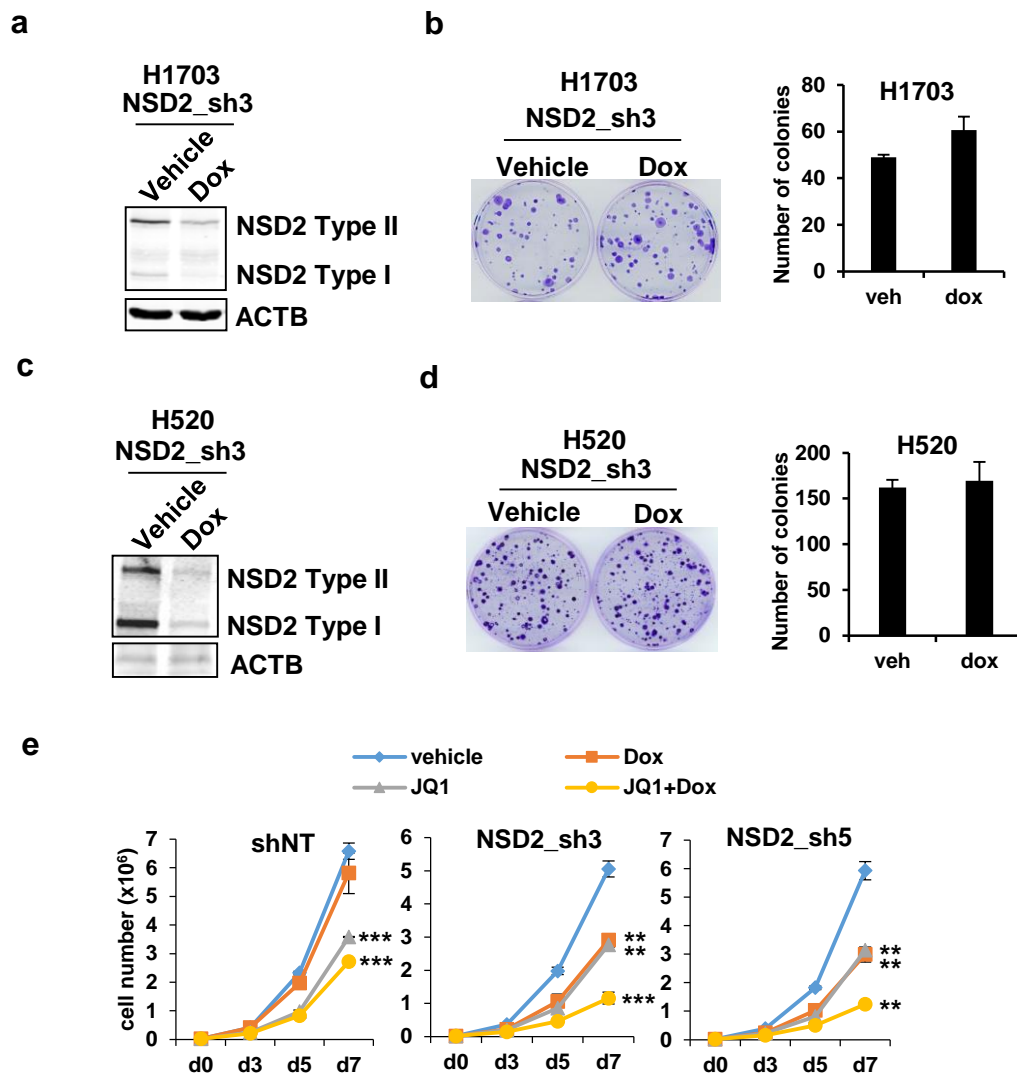

Supplementary Figure 6

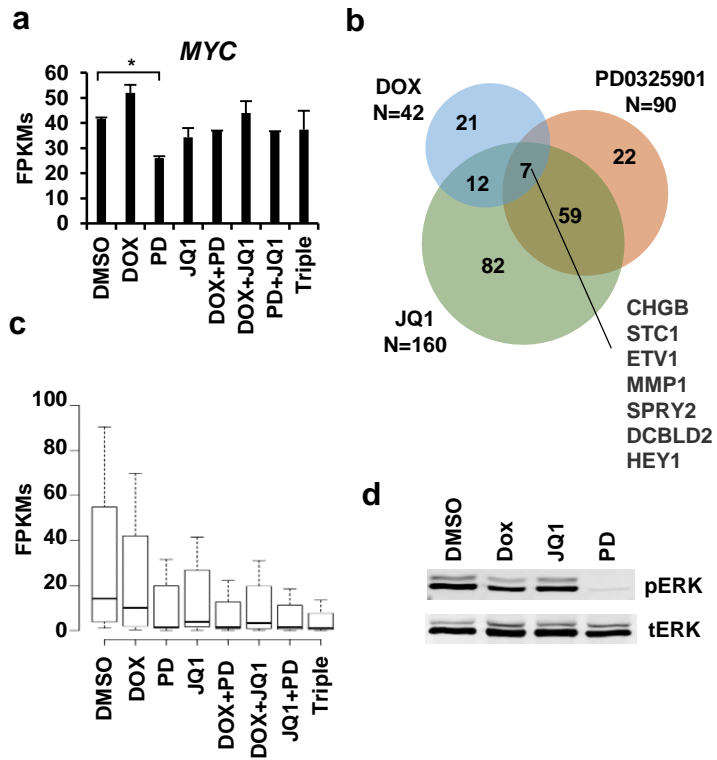

Supplementary Figure 7

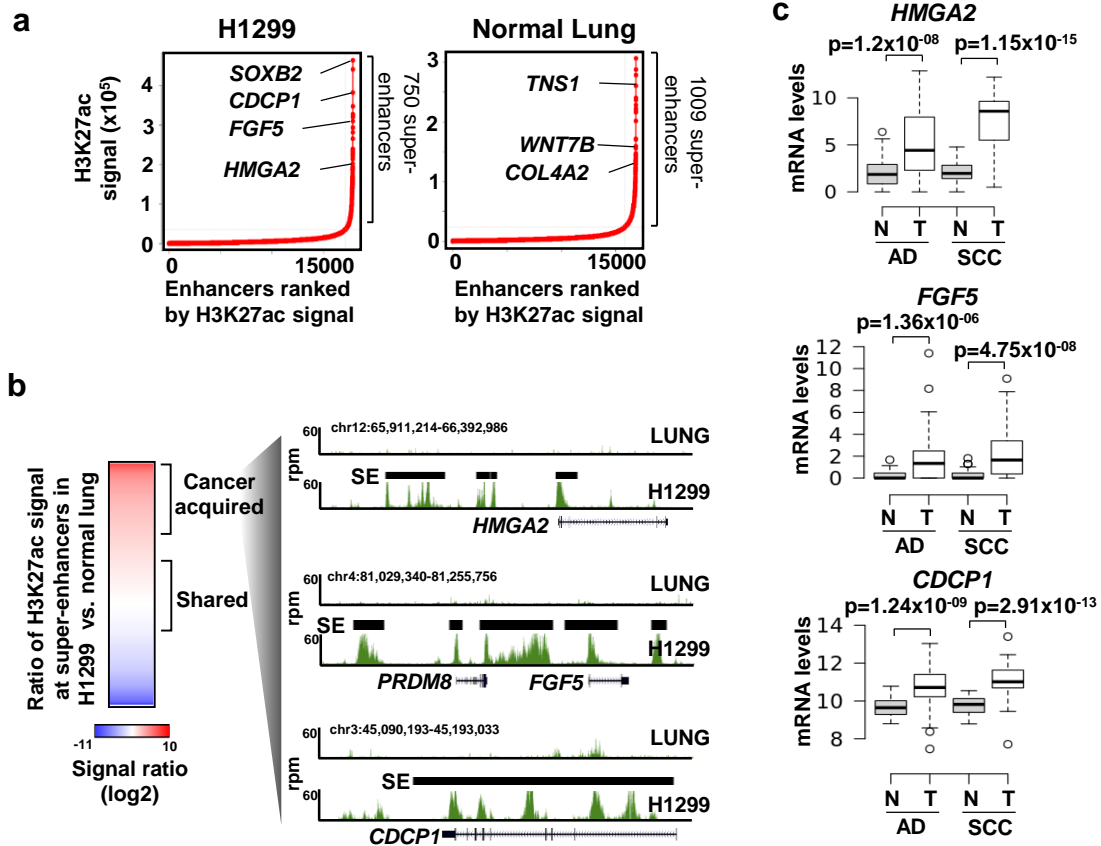

Supplementary Figure 8

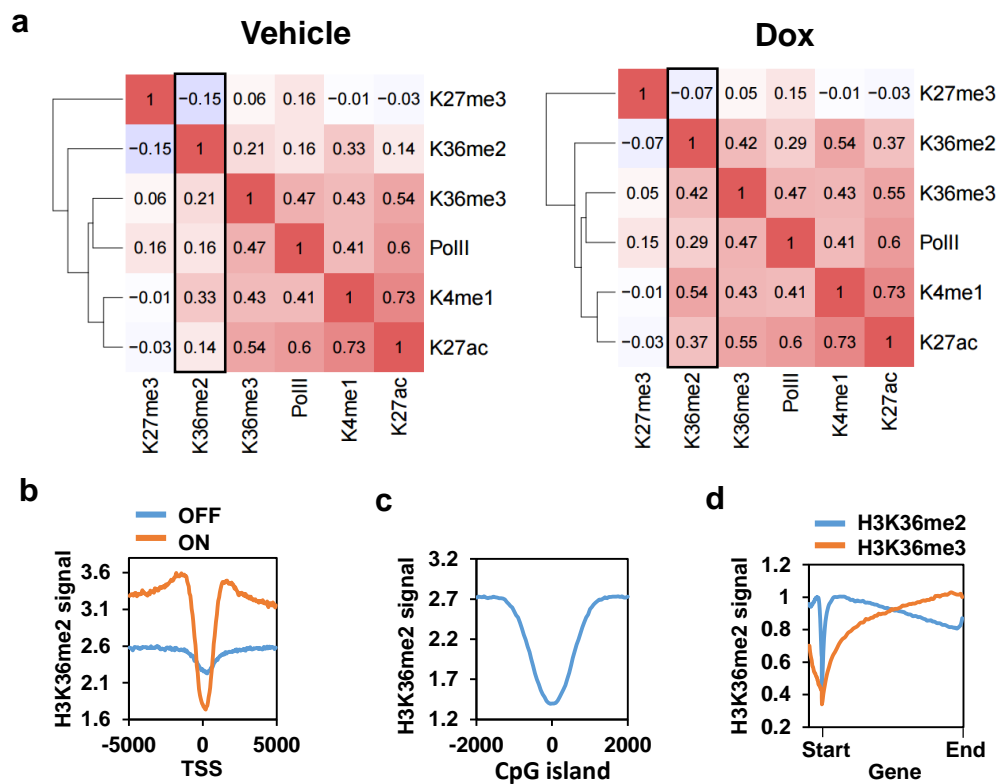

Supplementary Figure 9

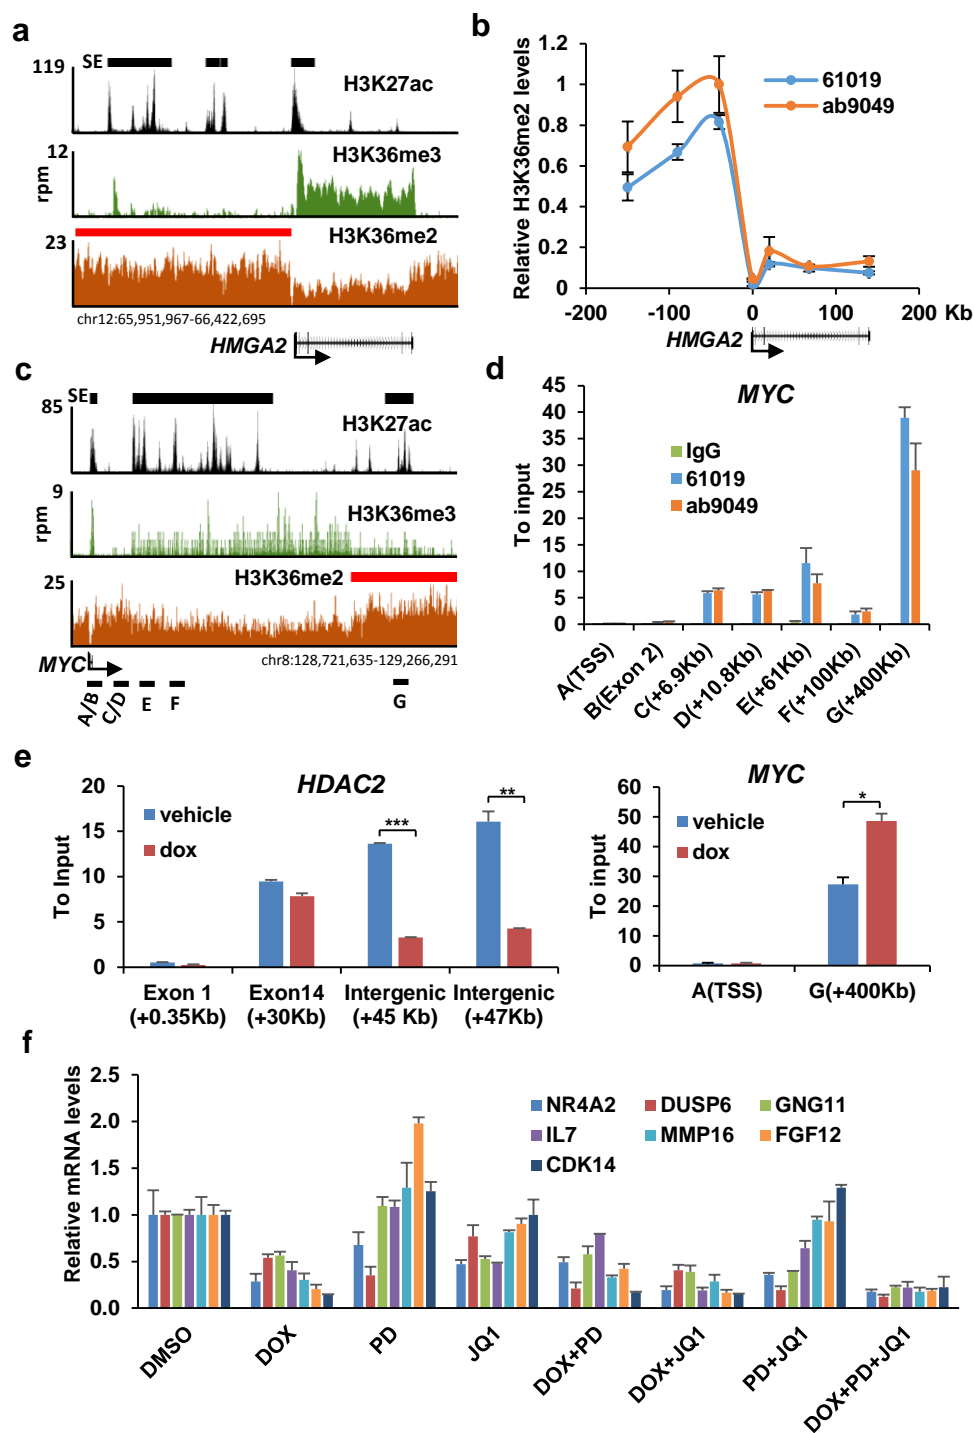

Supplementary Figure 10

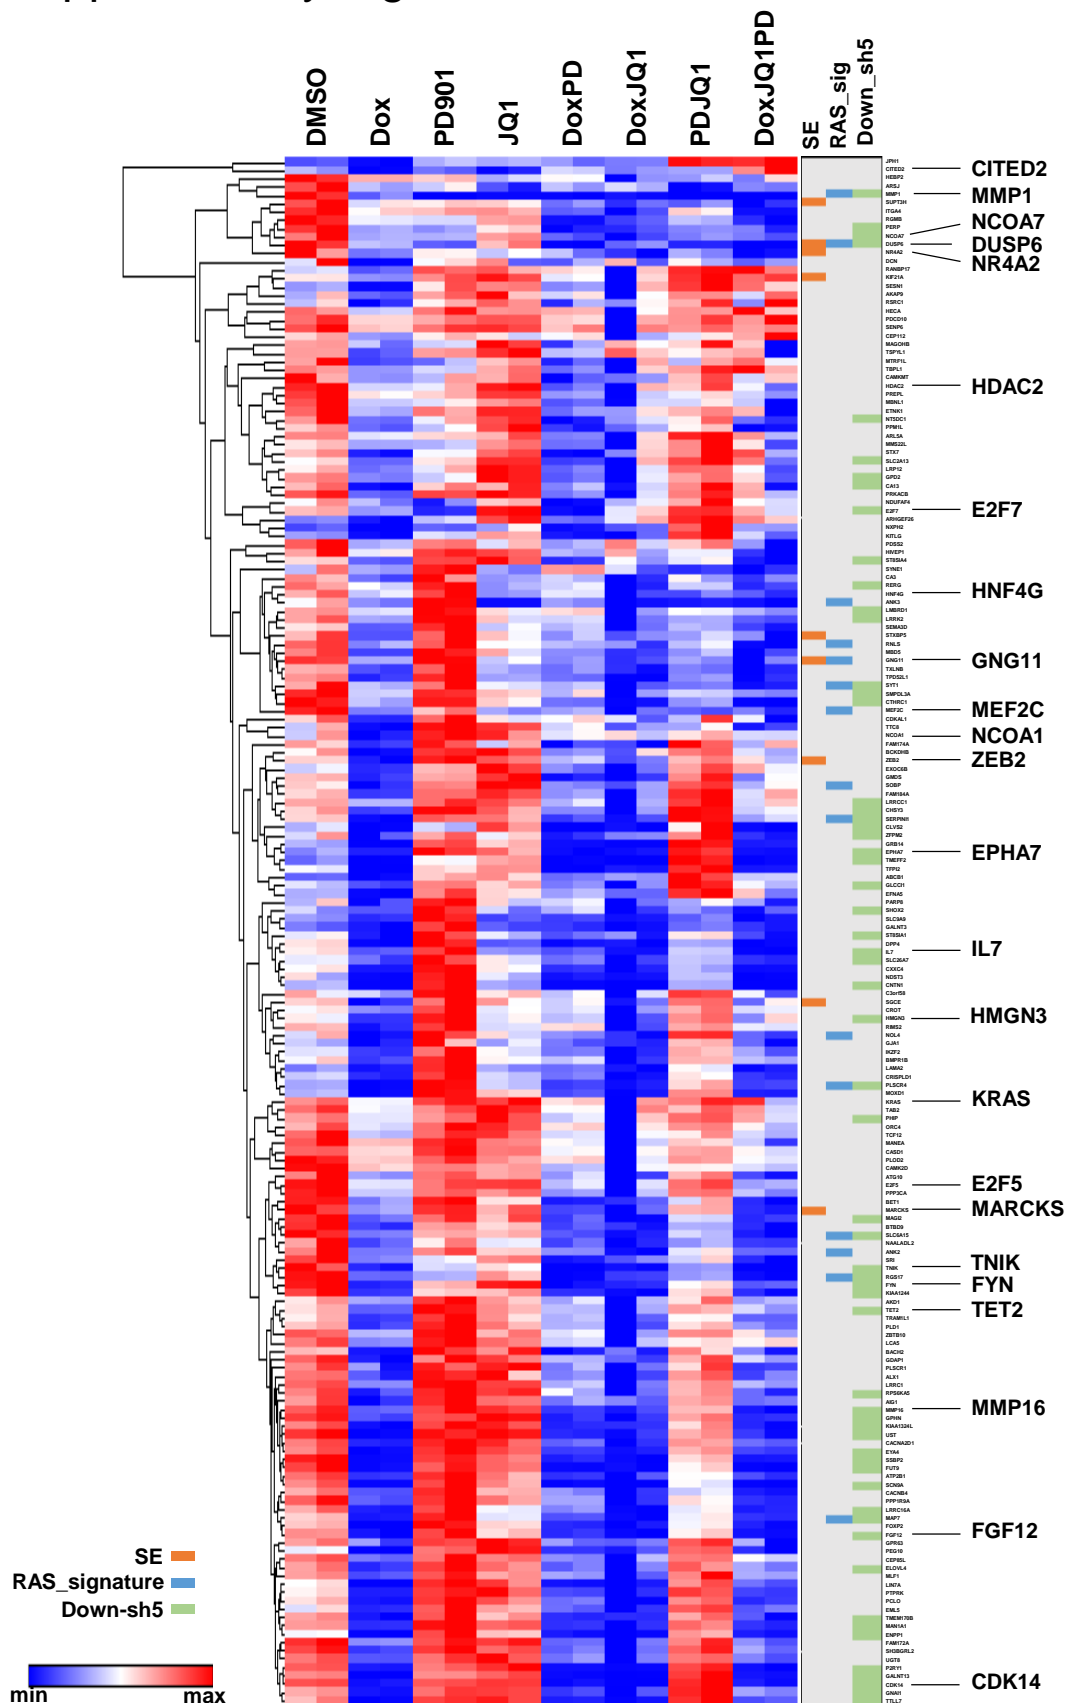

Supplementary Figure 11

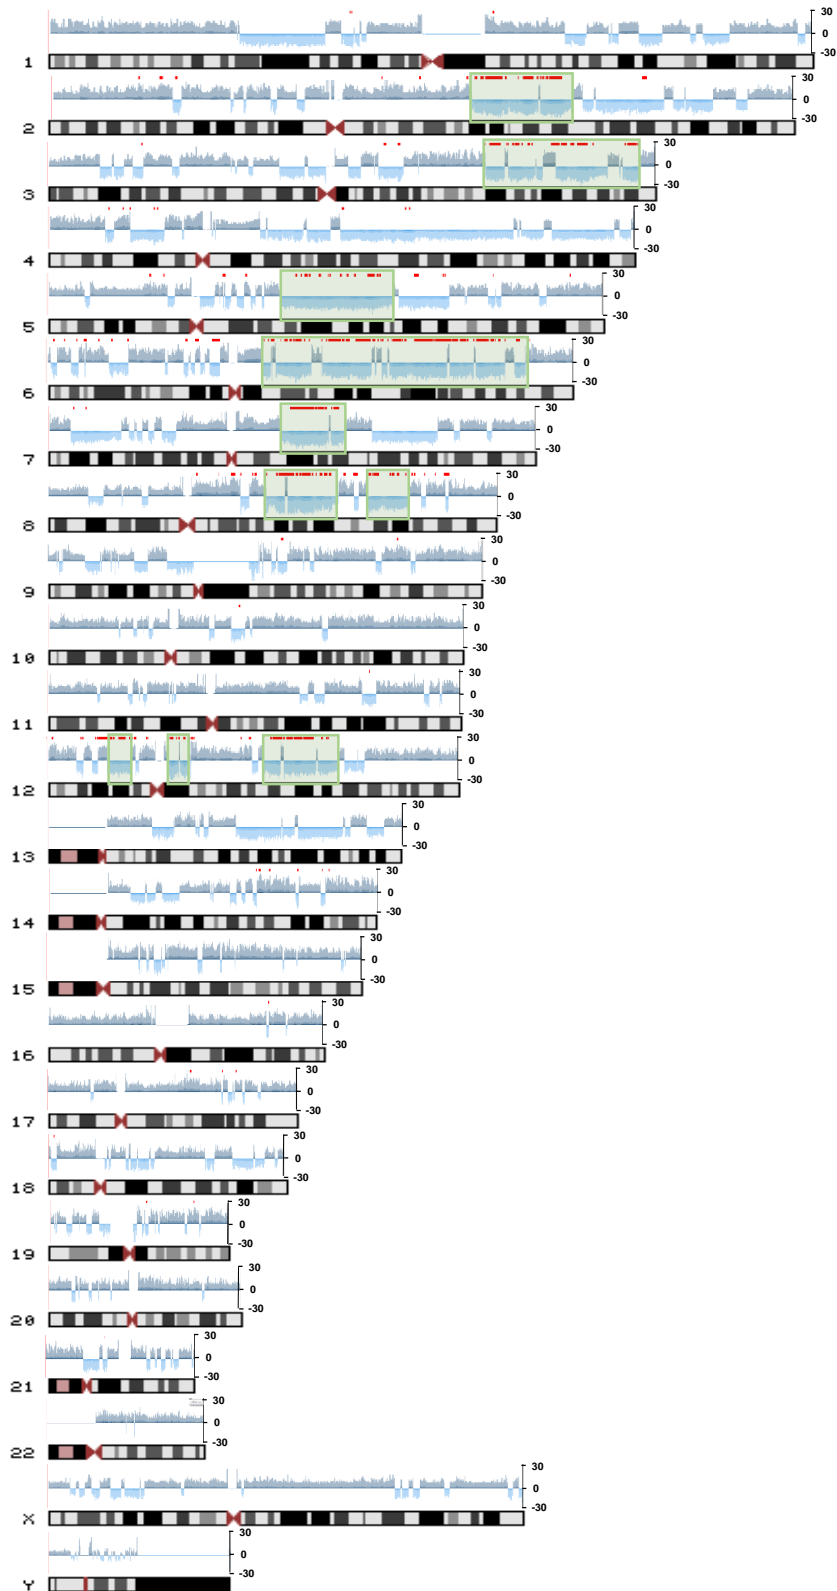

Supplementary Table 2

	Gene Set	KRAS.300_UP.V1_UP	KRAS.600_UP.V1_UP	KRAS.50_UP.V1_UP	KRAS.KIDN_EY_UP.V1_UP	Cancer-acquired SE	Shared_SE	H3K36me2_signature
DOX	NES	-1.36	NS	-1.22	-2.25	NS	NS	-3.10
	p-value	0.044	NS	0.138	0	NS	NS	0
	FDR	0.137	NS	0.27	< 0.001	NS	NS	< 0.001
JQ1	NES	-2.2	-2.4	-1.75	-1.8	-2.51	-1.21	NS
	p-value	0	0	0.006	0	0	0.041	NS
	FDR	< 0.001	< 0.001	0.004	0.002	< 0.001	0.129	NS
PD	NES	-2.12	-2.27	-2.12	NS	-2.49	-1.60	NS
	p-value	0	0	0	NS	0	0	NS
	FDR	< 0.001	< 0.001	< 0.001	NS	< 0.001	0.011	NS
DOX+JQ1	NES	-1.94	-2.13	-1.77	-2.36	-1.89	-1.07	-2.50
	p-value	0	0	0.005	0	0	0.278	0
	FDR	< 0.001	< 0.001	0.004	< 0.001	0.001	0.313	< 0.001
DOX+PD	NES	-2.11	-2.31	-2.03	-2.24	-1.96	-1.06	-2.78
	p-value	0	0	0	0	0	0.197	0
	FDR	0.001	< 0.001	< 0.001	< 0.001	< 0.001	0.304	< 0.001
JQ1+PD	NES	-2.31	-2.46	-2.11	-1.94	-2.49	-1.52	NS
	p-value	0	0	0	0	0	0	NS
	FDR	< 0.001	< 0.001	< 0.001	< 0.001	< 0.001	0.008	NS
Triple	NES	-2.3	-2.47	-2.15	-2.5	-2.36	-1.21	-2.45
	p-value	0	0	0	0	0	0.054	0
	FDR	< 0.001	< 0.001	< 0.001	< 0.001	< 0.001	0.117	< 0.001

How the deposited data were processed for this re-analysis (not part of the article)

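H3K36me2 was measured by ChIP-seq in H1299 cells carrying the inducible NSD2 shRNA sh3, in 3 replicates of vehicle treated cells and 3 of cells treated with 0.5 µg/ml doxycycline, with 2 input libraries. The 22 RNA-seq samples of the same series were not analysed here. The authors mapped the reads to hg19 (Bowtie 1.0.0 and SAMtools 0.1.19 in the submitters' notes), pooled the replicates of each treatment and called intervals against pooled input with SICER. The ChIP and input values are raw read counts per interval, as deposited by the authors, with no further scaling. The fold values are the ratio of ChIP reads to scaled input reads that the authors' SICER run gave. The FDR values are those the authors' SICER run gave for ChIP against scaled input, and they compare each interval with its input, not the treatments. The vehicle list was identified by Supplementary Table 4, whose coordinates are found in it.

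The intervals were laid on a grid of 200 bp windows, and the reads of each interval were spread evenly over its windows. Vehicle reads and doxycycline reads were set to the same library size with the factor between ChIP and input recovered from the fold values. Intervals up to 12.5 kb apart were stitched, the stitched regions were ranked by ChIP reads minus scaled input reads, and the top 402 were taken. For each region the covered length, reads, mean density and fold over input of both treatments were computed. The 21 regions with no doxycycline interval count as lower and stay in the medians of the read ratio, and they are left out of the density and GC values. Genes came from GENCODE 44 placed on GRCh37, and CpG islands were found in the GRCh37 sequence. Region ends were compared with 1000 circular shifts along each chromosome, and distances with 1000 random draws of stitched regions. Gene lists were compared with 10000 random lists matched in size only, so percentiles of lists of neighbouring genes are descriptions. Shares carry Wilson intervals, density ratios exact binomial intervals and medians order-statistic intervals, all at 95%. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used. The read ratios and region ends were tested on simulated data, where 402 of 402 simulated ratios and 100 of 100 simulated ends were recovered.

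The measures, the gene lists, the rule for named genes and 30 alternatives were set before the data were examined. The lists were the genes the paper names or shows, the metalloproteinase cluster, histone cluster 1, H3K36 methyltransferases and demethylases, Polycomb repressive complex 2, genes induced by MAPK signaling, the RAS, RAF, MEK and ERK cascade, transcription factors of epithelial-mesenchymal transition, class 3 semaphorins, HOX genes, ribosomal proteins, olfactory receptors, clustered protocadherins, lung epithelial markers and the 4 lists of Supplementary Table 3. Named genes were those the paper names or shows, those in the 5 top regions with the highest signal, the 5 with the largest decrease and the 5 with the largest increase in reads, and in each list up to 4 members with the largest and 4 with the smallest kept share of promoter length. The values of Supplementary Tables 3 and 4 had been seen when this rule was written. The chromosomes named in the text were chosen after their values were seen. The scaling between treatments takes the same pooled input as the control of both lists.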

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

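The test of reads freed by the loss in top regions was chosen after its values had been seen. The first 4 results describe sequence marked after doxycycline, and none was tested between treatments. The paper reports that H3K36me2 becomes enriched at H3K27ac and H3K4me1 regions after NSD2 knock down, and does not give these 4 counts. Doxycycline treated cells had 250.2 Mb of H3K36me2 intervals that were not marked with vehicle. At 4318 genes the promoter was marked with doxycycline and not with vehicle. Marked length was higher with doxycycline on 14 of 23 chromosomes. Of 39 HOX genes, which set position along the body axis, 17 had a marked promoter with doxycycline, among them *HOXB1* (38% of the promoter with vehicle and 100% with doxycycline) and *HOXB2* (12% and 56%), which lie in a top island. The share of all protein-coding genes with a marked promoter after doxycycline was 41.9%, close to the share of the HOX genes, while the difference between treatments in the HOX list lay at percentile 99.4 of random lists. HOX genes lie in clusters, where neighbours can share an interval, and the random lists were matched in size only. This percentile is therefore a description and not a test.

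Lower H3K36me2 reads in the top vehicle islands were weighed first. The top 402 islands of the doxycycline list, chosen in the same way, had a median log2 ratio of vehicle over doxycycline of -0.63 (-0.69 to -0.57), close to the -0.66 of the vehicle islands in the other direction. Marked length was less alike. It was 88.4% of the span with vehicle and 45.3% with doxycycline in the vehicle islands. In the doxycycline islands it was 91.7% with doxycycline and 68.2% with vehicle. Of the vehicle islands, 21 had no doxycycline interval, while 5 doxycycline islands had no vehicle interval. The count of lower islands went the other way. Reads were lower with vehicle in 389 of the 402 doxycycline islands, and lower with doxycycline in 289 of the 402 vehicle islands. Selection of regions by their own signal may account for part of the difference. How large a part cannot be told, because the replicates were pooled and no second vehicle library gives the size of this effect. GC content accounted for 0.304 of the variance of the log2 ratio (0.235 to 0.371) over the 381 islands with a doxycycline interval, between the bounds set for and against it. With uncalled sequence filled, chosen after the data were seen, it accounted for 0.393 over all 402 islands. Spearman rho was 0.62 with the 21 islands without a doxycycline interval ranked lowest. NSD2 knock down remains a biological explanation that these lists alone do not separate from both. All H3K36me2 samples carried sh3, with no non-target shRNA and no other shRNA against NSD2. An effect of doxycycline itself, or of sh3 on another target, can therefore not be told apart from loss of NSD2 either.

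More marked length with doxycycline on chromosomes rich in genes, such as chromosomes 1 (11.6% and 17.4%) and 22 (2.92% and 8.04%), was weighed next. Across 23 chromosomes the ratio of marked length followed gene density with a Spearman rho of 0.62, and chromosomes 12, 13 and X went against it, with ratios of 0.84, 1.28 and 4.20. Across 2869 bins of 1 Mb, the change of marked share followed GC content (Spearman rho 0.571), with a partial rho of 0.39 at fixed gene number. Gene number had a rho of 0.465, and 0.116 at fixed GC content, so GC content kept more of its association than gene number did. A GC difference between the libraries and a gain of the mark at gene-rich sequence cannot be told apart, because genes and GC content go together and each treatment has 1 pooled list. In sequence marked in both treatments outside the top islands, read density was higher with doxycycline by a median log2 of 0.278 over 23 chromosomes. Reads freed by a loss in the top islands might raise it, and a real gain would do the same, so this too cannot be told apart without an external standard.

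The gathering of top vehicle islands on 6 chromosomes was weighed against DNA copy number. With islands ranked by fold over input times length, the 6 chromosomes with the most islands held 65.7% of them on 36.8% of the sequence, a ratio of 1.79 (1.66 to 1.91). The bound set against copy number was met, but called length stays in this ranking and 368 of the 402 islands were the same, so the test hardly takes copy number out and the bound was wrong. Input reads per kb in the intervals were 52.0, 64.8 and 53.0 on chromosomes 6, 8 and 12, and 38.3 on chromosome 5, which also held 1.60 times its share of islands. Chromosome 14 had 50.1 and held 0.64 times its share. On the chromosomes without a top island the values lay at both extremes, with 77.9 on chromosome 19, 27.6 on chromosome 13 and 27.5 on chromosome X. Copy number and another cause of the arrangement cannot be told apart, because input was counted in called intervals only, and no biological explanation was tested.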

How the results depend on the processing

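The alternatives that fill uncalled sequence with scaled input, that take shared sequence only, that use CpG islands of 200 bp and that place regions over sequence without N were chosen after the data were seen. Over 69 results, 169 alternatives left 111 values the same, moved 56 and reversed 2. No paired analysis was possible because the replicates of each treatment were pooled in 1 list. For the same reason no replicate could be left out. The change in the top islands reversed in fold over input (median log2 0.15, 25.2% of islands lower) and in sequence marked in both treatments (0.16, 24.7%), so it rests on how much sequence was called, and the cause was not tested. With uncalled sequence given the scaled input density it was -0.14 (61.4% lower), and with stitching at 5000 bp 78.1% were lower. Higher retention in gene bodies than in intergenic sequence held under all 3 alternatives run.

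Fold over input of 2 or more left 3849 vehicle intervals (25.0 Mb) and 13412 doxycycline intervals (198 Mb), with 23.0% of the vehicle length kept and 2.91% of the doxycycline length also marked with vehicle. Kept shares were 56.9% of vehicle intervals by any base, and 49.6% of length at an FDR of 1e-10. In reverse they were 37.8% (50% of the interval), 47.8% (any base), 49.8% (FDR of 1e-10) and 53.3% (without the amplified regions). Mean size of the top islands was 136 kb with no stitching, 420 kb with stitching at 5000 bp, 1111 kb at the longest distance tried and 970.0 kb at the ROSE tangent, and marked length 54.8 and 161 Mb at 0 and 5000 bp. With all annotated genes, kept shares were 55.4% (promoters) and 52.7% (gene bodies) in the top islands, with 15.3 points between gene bodies and intergenic sequence, and 63.8%, 56.9% and 37.7% (intergenic) genome-wide, with 19.2 points. At an FDR of 1e-10 they were 61.6%, 55.0% and 35.5% in the top islands and 72.5%, 60.8% and 36.6% genome-wide. The gene density ratio was 1.78 against other stitched regions and 1.94 with all annotated genes, and the CpG island ratio 2.01 against other stitched regions and 1.92 with islands of 200 bp. Island ends near a TSS were 7.71% within 2.5 kb (2.82 times the placements) and 6.84% with stitching at 5000 bp (1.31 times). Input density in the amplified regions was 2.16 (chromosome 8) and 2.605 (chromosome 12) times the rest by the median over doxycycline intervals. Marked promoters in vehicle treated cells within 2.5 kb were 0 for H3K36 methyltransferases, 3 for MAPK-induced genes, 1 each for the RAS cascade, transcription factors of epithelial-mesenchymal transition and HOX genes, and 7 for protocadherins (6 with doxycycline). At an FDR of 1e-10 they were 3 for MAPK-induced genes and 7 for ribosomal proteins with vehicle, and 0 for lung epithelial markers with doxycycline. For these moved values the cause was not tested.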

Differences from the paper's values

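The looser CpG island definition and the filling of uncalled sequence were chosen after the values were seen. The paper gives 2 times fewer CpG islands per kb in the top regions than in regions with low H3K36me2 (the paper's value), and the ratio here was 3.66 against sequence outside every stitched region. Of the alternatives set before the data were examined, the background of other stitched regions (2.01) falls within the paper's value. Against that same background the ratio of genes per kb was 1.78, which differs from the paper's 3.5, as does the 1.94 with all annotated genes. The 2.68 against sequence outside every stitched region lay closer to the paper's value, but its 95% interval (2.52 to 2.86) excludes 3.5. CpG islands of 200 bp, chosen after seeing the values, gave 1.92, and no list of the paper's CpG islands was compared.

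In the 400 islands of Supplementary Table 4 held here, the paper's own signals have a median log2 ratio of doxycycline over vehicle of -0.25 (the paper's value), and the reads in called intervals gave -0.65. Of the alternatives set before the data were examined, unscaled counts (-0.65), fold over input (0.16), an FDR of 1e-10 (-0.67) and leaving out the amplified regions (-0.66) all differ from it too. Filling uncalled sequence with the scaled input density, chosen after seeing the values, gave -0.13, and drops none of the 400 islands. With no replicates, a log2 value was taken to differ when its sign differed or when it lay more than 0.18 from the paper's, which is 0.5 of the width of the 95% interval of the median here, and by this measure the filled value does not differ. The direction then equals that of the paper's signals in 381 islands, against 366 without filling.

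The paper states that H3K36me2 lies mainly at the TSS and less in coding regions. In vehicle treated cells, intervals covered 12.6% of promoter sequence and 23.1% of gene bodies outside promoters, and these shares take no account of signal height. The paper's statement rests on genes with H3K36me3 in the coding region, and the shares here are over all protein-coding genes, so the 2 gene sets are not alike. The paper names *TET1* among the genes of its H3K36me2 signature. Its promoter was marked (28% with vehicle) but lay in none of the 402 top islands found here. The gene is also absent from Supplementary Tables 3 and 4 as held here. The paper describes 38 genes under the histone island, and 36 protein-coding promoters lay in it here, a difference within 1.5 times.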

Other observations

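The comparison of doxycycline-marked sequence by feature was chosen after the data were seen. Over all 20136 protein-coding genes, 23.7% of promoters were marked with vehicle and 41.9% with doxycycline, and several gene families with few marked promoters in vehicle treated cells had more of them after doxycycline as well. Of 7 H3K36 methyltransferase genes, 5 promoters were marked (mean 35.4% of the promoter), with *SETD2* at 54%, and 2 of 5 demethylase genes (mean 21.6%). The differences between treatments lay at percentiles 97.8 and 80.1 of random lists. HOX promoters had a mean of 24.4%, at percentile 54.0 of random lists, and *HOXB5* was marked over 6% with vehicle and 34% with doxycycline. Of 6 transcription factors of epithelial-mesenchymal transition, 2 were marked with vehicle and 5 with doxycycline, with *ZEB1* at 12% and 66%. Ribosomal protein promoters were marked in 31 of 77 genes (mean 15.7%, difference at percentile 37.9), among them *RPL30* (48% and 82%).

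Olfactory receptor genes had 14 of 399 promoters marked after doxycycline (mean 1.77%, lower than with vehicle for 24 genes and higher for 9), and *OR1C1* was marked over 38% with vehicle and 0% with doxycycline. Protocadherins had 13 of 51 marked (mean 7.61%, lower for 10 and higher for 9), with *PCDHB12* at 48% and 0%. Semaphorins had 3 of 7 marked (mean 39.4%), lower for 1, which was *SEMA3D* at 74% and 0%, higher for 2 and equal for 4. The histone genes had a mean of 77.4%, higher than with vehicle for 41 of 49 and lower for none. Metalloproteinase promoters had a mean of 35.1%, with *MMP20* at 88% and 2%, *MMP3* at 76% and 0% and *MMP13* at 92% and 98%. *TP63* was marked over 92%, and of 4 Polycomb genes *EED* was at 0% and *EZH2*, named after its values were seen, at 68%, against 0% with vehicle. The authors' lists of super-enhancer genes come from a comparison of H3K27ac between H1299 and normal lung. Cancer-acquired super-enhancer genes had 61 of 125 promoters marked with vehicle and 96 with doxycycline (means 26.9% and 47.9%), and shared super-enhancer genes 100 and 241 of 429 (means 11.0% and 30.4%).

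In the top 402 doxycycline islands, 69.4% of marked promoter sequence, 75.1% of gene bodies and 69.1% of intergenic sequence was also marked with vehicle. By GC content, the 287 bins of 1 Mb with the lowest values were marked over 36.9% with vehicle and 17.2% with doxycycline, and the 287 with the highest over 3.64% and 13.6%. Of the 402 top doxycycline islands, 224 overlapped a top vehicle island.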
